# The CagRS Two-Component System Regulates Clavulanic Acid Metabolism via Multiple Pathways in *Streptomyces clavuligerus* F613-1

**DOI:** 10.3389/fmicb.2019.00244

**Published:** 2019-02-14

**Authors:** Jiafang Fu, Ronghuo Qin, Gongli Zong, Cheng Liu, Ni Kang, Chuanqing Zhong, Guangxiang Cao

**Keywords:** *Streptomyces clavuligerus*, clavulanic acid, CagRS, arginine, glyceraldehyde 3-phosphate, primary metabolism

## Abstract

*Streptomyces clavuligerus* F613-1 produces a clinically important β-lactamase inhibitor, clavulanic acid (CA). Although the biosynthesis pathway of CA has essentially been elucidated, the global regulatory mechanisms of CA biosynthesis remain unclear. The paired genes *cagS* and *cagR*, which are annotated, respectively, as *orf22* and *orf23* in *S. clavuligerus* ATCC 27064, encode a bacterial two-component regulatory system (TCS) and were found next to the CA biosynthetic gene cluster of *S. clavuligerus* F613-1. To further elucidate the regulatory mechanism of CA biosynthesis, the CagRS TCS was deleted from *S. clavuligerus* F613-1. Deletion of *cagRS* resulted in decreased production of CA, but the strain phenotype was not otherwise affected. Both transcriptome and ChIP-seq data revealed that, in addition to CA biosynthesis, the CagRS TCS mainly regulates genes involved in primary metabolism, such as glyceraldehyde 3-phosphate (G3P) metabolism and arginine biosynthesis. Notably, both G3P and arginine are precursors of CA. Electrophoretic mobility shift assays demonstrated that the response regulator CagR could bind to the intergenic regions of *argG, argC, oat1, oat2, ceaS1*, and *claR in vitro*, suggesting that CagR can directly regulate genes involved in arginine and CA biosynthesis. This study indicated that CagRS is a pleiotropic regulator that can directly affect the biosynthesis of CA and indirectly affect CA production by regulating the metabolism of arginine and G3P. Our findings provide new insights into the regulation of CA biosynthetic pathways and provide an innovative approach for future metabolic engineering efforts for CA production in *S. clavuligerus*.

## Introduction

Clavulanic acid (CA), a broad-spectrum inhibitor of beta-lactamase, is widely used clinically in combination with penicillin and cephalosporin, as it can effectively improve the antibacterial effect of β-lactam antibiotics (Saudagar et al., 2008). The unique three-dimensional structure (3*R*, 5*R*) of CA enables it to irreversibly combine with serine hydroxyl from the active center of β-lactamase, thereby inactivating this β-lactam resistance mechanism (Liras and Rodriguez-Garcia, 2000). *Streptomyces clavuligerus* was first isolated and screened for the production of CA (Reading and Cole, 1977), and although *S. jumonjinensis* and *S. katsurahamanus* were also found to produce CA, *S. clavuligerus* is the major production strain for CA (Brown et al., 1976; Jensen and Paradkar, 1999). In addition to CA, *S. clavuligerus* also produces the β-lactam antibiotic cephamycin C and several compounds with a clavam structure and (3*S*, 5*S*) stereochemistry; these compounds are considered to be the main by-products of CA fermentation.

Three clusters of genes involved in CA biosynthesis have been isolated in *S. clavuligerus*: the CA biosynthetic gene cluster, the clavam gene cluster, and the paralog gene cluster (Figure 1C). Both the CA biosynthetic gene cluster and the clavam gene cluster are located on the chromosome of *S. clavuligerus*, whereas the paralog gene cluster is located on the pSCL4 plasmid (Jensen et al., 2000; Liras et al., 2008; Song et al., 2010). The CA biosynthetic gene cluster was initially isolated by hybridization with the *cas2* gene, encoding clavaminate synthase, and includes the six biosynthetic enzyme-encoding genes *bls2, pah*2, *ceaS2, cas2, car* (also known as *cad*) and *gcaS* (Baggaley et al., 1997; Arulanantham et al., 2006); two genes, *pbpA* and *pbp2*, encoding penicillin-binding proteins (Ishida et al., 2006); the *oat2* gene encoding ornithine acetyltransferase (Hodgson et al., 1995); two genes, *oppA1* and *oppA2*, encoding oligopeptide permeases (Lorenzana et al., 2004; Mackenzie et al., 2010); gene *claR*, which encodes a LysR-type regulatory protein (Liras and Rodriguez-Garcia, 2000); and the *cyp450*-*fd, orf12, orf13, orf14*, and *orf16* genes, which are required for CA biosynthesis but are of unknown function.

**FIGURE 1:**
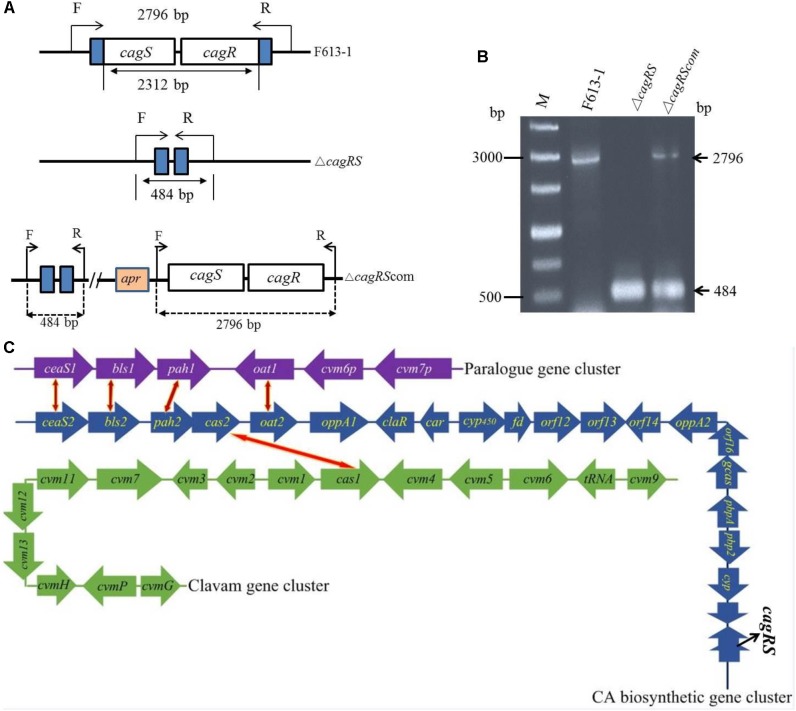
Verification of the *cagRS* deletion strain Δ*cagRS*. **(A)** Schematic diagram of the construction of the *cagRS* mutant and complemented strains. F and R represent forward and reverse primers, respectively. **(B)** PCR verification of the Δ*cagRS* mutant. M: DNA marker. The F/R primers are located at the flanking regions of the TCS. **(C)** Schematic diagram of CA biosynthesis-related gene clusters in F613-1. The red and yellow bidirectional arrows indicate homologous genes. The CA biosynthetic gene cluster (blue arrows) includes five operons: *ceaS2*-*bls2, pah2*-*cas2, cyp450*-*fd, orf12*-*orf13* and *gcaS*-*orf16*-*oppA2.*

The clavam gene cluster was isolated using the *cas1* gene in *S. clavuligerus*, a duplicate gene encoding a clavaminate synthase isoenzyme, as probe (Mosher et al., 1999). This gene cluster contains genes *cvm1* to *cvm13, cvmG, cvmH, cvmP*, and *cas1*, although only *cas1* is required for CA biosynthesis (Liras et al., 2008). Additionally, although *cas1* is a homolog of *cas2* of the CA biosynthetic gene cluster, the two genes are regulated by different mechanisms (Paradkar and Jensen, 1995).

The paralog gene cluster contains the genes *ceaS1, bls1, pah1, oat1, cvm6p*, and *cvm7p* (Jensen et al., 2000, 2004a), and the first four of these genes may have been duplicated from genes of the CA biosynthetic gene cluster (Tahlan et al., 2004a,b). *ceaS1* is a homolog of *ceaS2*, with 73% similarity; *bls1* is a homolog of *bls2*, with 60% similarity; and *oat1* is a homolog of *oat2*, with 63% similarity. *pah1* encodes a protein that functions similarly to Pah2, and the two proteins have a sequence similarity of 72%. It has been reported that deletion of *pah1* resulted in significantly reduced production of CA as well as of 5*S*-clavam (Jensen et al., 2004b).

The CA biosynthesis is regulated by several mechanisms in *S. clavuligerus*, including the two pathway-specific regulatory factors ClaR and CcaR. The ClaR-encoding gene, *claR*, is located in the CA biosynthetic gene cluster, and studies have shown that ClaR can positively regulate CA biosynthesis (Paradkar et al., 1998; Perez-Redondo et al., 1998; Gomez-Escribano et al., 2006; Martinez-Burgo et al., 2015). The CcaR-encoding gene, *ccaR*, is located in the cephamycin C gene cluster, and CcaR is reported to positively regulate the expression of genes involved in the early stage of CA biosynthesis, such as *ceaS2, bls2, pah2*, and *cas2* (Santamarta et al., 2002, 2011; Alvarez-Alvarez et al., 2014). In addition, CcaR also binds the promoter of *claR* (Santamarta et al., 2011; Kurt et al., 2013), indicating that ClaR and CcaR may jointly form a regulatory system to regulate the biosynthesis of CA (Kurt et al., 2013; Kwong et al., 2013).

In addition to the CA pathway-specific regulatory factors, many other factors regulate CA biosynthesis. Deletion of the γ-butyrolactone receptor protein Brp can result in increased CA production, and Brp negatively regulates the biosynthesis of CA through inhibiting *ccaR* (Santamarta et al., 2005). BldG is an upstream regulatory factor that can regulate CA biosynthesis by regulating *ccaR* expression (Bignell et al., 2005), and the sigma factor encoded by *orf21* can bind to the *ccaR* promoter region and thereby also influence CA biosynthesis (Jnawali et al., 2011). In addition, CA biosynthesis was reported to be negatively regulated by *ccaR* and *claR* when amino acids are scarce (Gomez-Escribano et al., 2008).

Enhancement of CA production is a very important goal for the commercial pharmaceutical market. Generally, there are two main ways to increase CA production (Paradkar et al., 2001; Jnawali et al., 2010): (1) optimize the medium and conditions for CA fermentation, and (2) clarify and optimize the biosynthetic and regulatory mechanisms of CA production. The biosynthesis pathway of CA and its related by-product (clavam) has been partially elucidated (Liras et al., 2008). However, the mechanisms regulating CA biosynthesis have not been fully delineated, and there are no reports about the global regulation of CA biosynthesis. Therefore, in addition to manipulating genes encoding regulatory factors (such as *claR, ccaR*) and known essential biosynthetic enzymes (such as *bls2, pah*2, *ceaS2, cas2, car*, and *gcaS*), elucidation of the functions of other genes responsible for as yet unknown but essential roles in CA biosynthesis may suggest other ways to increase production of CA.

Two-component systems (TCSs) are normally organized as pairs on bacterial genomes, with co-transcription of the response regulator and histidine kinase genes. TCSs not only respond to changes in environmental factors, but in *Streptomyces*, also influence development and secondary metabolism such as antibiotic production (Mendes et al., 2007). *S. clavuligerus* F613-1 is an industrial CA producer strain, and we have previously reported the complete genome sequence of this strain (Cao et al., 2016). In this study, we identified TCS CagRS, which is annotated as orf22/orf23 in *S. clavuligerus* 27064 (Song et al., 2009) and which is close to the CA biosynthetic gene cluster in F613-1. We investigated the effects of TCS CagRS on CA production in *S. clavuligerus* F613-1, and our results provide insights into new approaches for improving CA yield.

## Materials and Methods

### Plasmids and Bacterial Strains

All strains and plasmids used in this study are listed in Supplementary Table S1. *S. clavuligerus* F613-1 is an industrial strain (Jin et al., 2015) and was used as the parental strain in this study. Cloning procedures were performed in *Escherichia coli* DH5a, protein expression was performed using *E. coli* BL21(DE3), and *E. coli* ET12567/pUZ8002 was used for intergeneric conjugative transfer of plasmid DNA into *S. clavuligerus* (Kieser et al., 2000).

### Primers

All primers used in the construction of the Δ*cagRS* deletion mutant strain and complemented strain, construction of a CagR-3 × FLAG-complemented *S. clavuligerus* strain, confirmation of conjugants, and in EMSAs and real-time PCR analysis are listed in Supplementary Table S2.

### Culture Conditions

*Escherichia coli* strains were grown at 37°C in LB medium or on solid LB plates supplemented with ampicillin (100 μg/mL), kanamycin (25 μg/mL), or chloramphenicol (25 μg/mL) when required.

Culturing of *S. clavuligerus* F613-1 and the strains derived from it was performed as described previously (Qin et al., 2017). *S. clavuligerus* transformants were cultured on MS plates (2.0% soybean powder, 2% glycerol, and 2.0% agar powder, pH 7.3) supplemented with nalidixic acid (25 mg/mL) and thiostrepton (15 mg/mL) to select pJTU1278-derived plasmids, and the disrupted mutants were selected with antibiotic-free MS solid media or with apramycin (15 mg/mL) to select pSET152-derived plasmids.

*Streptomyces clavuligerus* F613-1 and its derived strains were grown at 25°C with a relative humidity of 50-60% on BSCA plates (1.5% malt extract, 0.3% tryptone, 0.4% glucose, and 2.0% agar powder, pH 7.5) for 8 days for collection of spores. For bioassay analysis, F613-1 and derived strains were grown at 25°C with a relative humidity of 50-60% on BSCA plates for 3–9 days; on MSF plates (2.0% soybean powder, 2% mannitol, and 2.0% agar powder, pH 7.3) for 5–11 days; on MM solid media (0.05% L-asparagine, 0.05% dipotassium hydrogen phosphate, 0.02% MgSO_4_⋅7H_2_O, 0.001% FeSO_4_⋅7H_2_O, 1% dextrose monohydrate, and 2.0% agar powder, pH 7.2) for 9–15 days; or on ISP4 solid media (1% soluble starch, 0.1% dipotassium hydrogen phosphate, 0.1% MgSO_4_⋅7H_2_O, 0.1% NaCl, 0.2% ammonium sulfate, 0.2% CaCO_3_, 0.0001% FeSO_4_⋅7H_2_O, 0.0001% MnCl_2_⋅7H_2_O, and 2.0% agar powder, pH 7.2) for 7–13 days.

For the liquid-state fermentation, spores (2 × 10^6^) of the *S. clavuligerus* strains were inoculated into 100 mL SCZ seed medium [2.0% soybean powder, 1.2% maize starch, 0.5% yeast extract, 0.08% dipotassium hydrogen phosphate, and 1.1% (v/v) glycerol trioleate, pH 7.1), and then cultured at 25°C, with shaking on an orbital shaker at 200 rpm for 48 h to obtain seed cultures. Next, 5 mL seed cultures were transferred to 100 mL SCF fermentation medium (2.7% soybean powder, 2.2% soybean protein extract, 3.0% maltodextrin, 0.15% potassium chloride, 0.1% magnesium chloride hexahydrate, 0.2% dipotassium hydrogen phosphate, 0.04% calcium chloride dihydrate, 0.008% ferric chloride hexahydrate, 0.001% zinc chloride, 0.018% sodium chloride, and 4.2% MOPS, pH 7.1) supplemented with or without 1.6% (v/v) glycerol trioleate and grown at 25°C, with shaking on an orbital shaker at 200 rpm. For HPLC analysis of CA, 1 mL samples of fermentation liquid were collected at 24, 72, 120, 168, and 216 h and centrifuged at 5000 rpm to collect the supernatant. In addition, the biomass was measured before the analysis of CA production, using 1 g samples of fermentation liquid centrifuged at 5000 rpm to collect the mycelium.

### DNA Manipulation

Genomic DNA from *S. clavuligerus* was isolated using the Kirby mix procedure (Kieser et al., 2000). Plasmids were extracted from *E. coli* using plasmid mini-prep columns (BioTeke, China) according to the manufacturer’s protocol. Restriction endonuclease digestions of plasmid DNA were carried out according to the manufacturer’s recommendations. DNA ligation was performed using Solution I (TaKaRa, Japan) according to the manufacturer’s recommendations.

### Construction and Complementation of a *cagRS* Null Mutant

The *cagRS* genes were knocked out through homologous recombination using a strategy similar to that described (Gust et al., 2003; Zhang et al., 2014). The DNA fragment serving as the left arm of *cagRS* was amplified by PCR using primers cagRS L-F/R and *S. clavuligerus* F613-1 genomic DNA as template, and then the amplified PCR products were cloned into the general cloning vector pEasy-Blunt-Simple to obtain the recombinant plasmid pEBS-cagRS L. The DNA fragment serving as the right arm of *cagRS* was amplified by PCR using primers cagRS R-F/R, and then the amplified PCR products were cloned into the general cloning vector pEasy-Blunt-Simple to obtain the recombinant plasmid pEBS-cagRS R. After verification by DNA sequencing, both pEBS-cagRS L and pEBS-cagRS R were digested with *Hind*III and *Bam*HI, and the digested right arm of *cagRS* was cloned into the digested recombinant plasmid pEBS-cagRS L to obtain the recombinant plasmid pEBS-cagRS L/R. After verification by DNA sequencing, the *cagRS* L/R fragment was excised from pEBS-cagRS L/R using *Spe*I and *Bam*HI and then cloned into plasmid pJTU1278 (also digested with *Spe*I and *Bam*HI) to obtain the recombinant plasmid pJTU-cagRS.

Deletion of *cagRS* was performed by double recombination between the *S. clavuligerus* F613-1 genome and the pJTU1278-derived plasmid pJTU-cagRS, resulting in the knockout of the *cagRS* genes (Figure 1). Conjugation was performed using *S. clavuligerus* F613-1 and *E. coli* ET12567/pUZ8002 as described (Sambrook et al., 1989; Kieser et al., 2000). The Δ*cagRS* mutant strain was confirmed by PCR.

For complementation, *cagRS* was amplified with the primers CagRS com-F and CagRS com-R, generating a fragment carrying the coding sequence and the *cagRS* promoter, and cloned into *Nde*I/*Xba*I-cut pSET152 to create pSET-cagRS. The plasmids pSET152 and pSET-cagRS were introduced individually into the Δ*cagRS* mutant by conjugation.

### Construction of a CagR-3 × Flag-Complemented *S. clavuligerus* Strain

To engineer an *S. clavuligerus* strain expressing CagR with a C-terminal, triple-Flag tag (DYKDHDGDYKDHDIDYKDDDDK), the pSET152-derived construct pSET-cagRFlag was created via assembly of multiple DNA fragments using the Gibson Assembly Cloning Kit (New England BioLabs). To avoid folding of the 3 × Flag tag into the inside of the CagR protein, the [Gly_4_Ser]_3_ linker (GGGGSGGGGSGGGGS) (Bush et al., 2013) was inserted between the 3 × Flag tag and the coding region of *cagR*. The flow chart for construction of the recombinant plasmid pSET-cagRFlag is shown in Supplementary Figure S1. The recombinant plasmid pSET-cagRFlag was confirmed by DNA sequencing, and then pSET-cagRFlag was introduced into the Δ*cagRS* mutant by conjugation, and its ability to restore CA production was assessed during liquid-state fermentation.

### Bioassay and HPLC Analysis of CA Production

The concentration of CA was analyzed by bioassay analysis and HPLC analysis. The indicator *E. coli* strain MA18 was spread on LB solid medium supplemented with 100 μg/mL ampicillin (Jones et al., 2005). Briefly, for the bioassay analysis, *S. clavuligerus* strains were grown on BSCA plates for 3–9 days, on MSF solid media for 5–11 days, on MM solid media for 9–15 days, or on ISP4 solid media for 7–13 days, and then the corresponding agar blocks were excavated with a 6 mm punch and transferred onto the LB agar plates. The diameter of the inhibition zone was gauged after overnight culturing at 37°C. The concentration of CA during the liquid-state fermentation was detected by HPLC with an Inertsil ODS-3 4.6 mm × 150 mm, 5 μm column (Jin et al., 2015; Qin et al., 2017), using clavulanate lithium (provided by Lunan Pharmaceutical Co.) as the standard for quantification. For bioassay and HPLC analysis of CA production, the experiments were conducted in triplicate. Statistical analysis was performed using SPSS Statistics V19.0 software.

### Transcriptome Sequencing and Analysis

For transcriptome sequencing and analysis, mycelium of *S. clavuligerus* F613-1 and its derivative Δ*cagRS* were harvested from fermentation liquid at 72 h and rapidly frozen in liquid nitrogen. Total RNA of F613-1 and Δ*cagRS* was purified using an RNA extraction kit (SBSBIO, Beijing China) according to the manufacturer’s protocol. The extracted total RNA samples were then treated with RNase-free DNase I (Invitrogen) twice according to the recommended protocols to remove the residual chromosomal DNA. Two sets of RNA for both strains were prepared separately. The integrity of total RNA was determined using a NanoDrop One C (Thermo Fisher Scientific), and the RNA Integrity Number value of each sample met the standard required for preparing a cDNA library. The cDNA libraries were prepared according to the manufacturer’s instructions (Illumina). Briefly, the ribosomal RNA in 1–4 μg total RNA was removed using Ribo-zero rRNA Removal solution (Illumina), leaving only mRNA. The mRNA was then fragmented, to an average fragment length of about 200 nt, and reverse transcribed into single-stranded cDNA using random hexamer priming. When the second cDNA strand was synthesized, the dTTP was replaced by dUTP. The cDNA fragments with a single ‘A’ base overhang at their 3′-ends were obtained after end-repair and 3′-adenylation. Adapters were then ligated to the ends of the cDNA fragments. Fifteen rounds of PCR amplification were performed to enrich the adapter-modified cDNA library using primers complementary to the ends of the adapters, and PCR products were purified using Ampure XP beads (Agencourt). The ready-to-sequence Illumina library was quantified as previously described (Zhang et al., 2017).

The transcriptome was sequenced using a HiSeq 3000 sequencer (Illumina) at RibBio Corporation (Shenzhen, China). A paired-end, 2 × 150 bp sequencing strategy was used, and more than 1 Gb data was obtained for each sample. The sequencing generated 6 files of reads corresponding to F613-1 and Δ*cagRS*, with three replicates for each. After filtering the raw data, removing the linker sequences, low-quality reads and the residual rRNA sequences, the remaining data were marked as the effective reads. The effective reads could be obtained using fastx_clean^1^, a home-made software package based on the FASTX toolkit^2^ and SortMeRNA (excludes the ribosomal RNA-like reads) (Kopylova et al., 2012). The effective reads were used for subsequent genome comparisons, and the distribution of reads compared to the genome was statistically analyzed. For Δ*cagRS*, 93.58% of effective reads were distributed in ORFs (open reading frames), and 6.42% in intergenic regions. For F613-1, 95.18% of effective reads were distributed in exonic regions, and 4.82% in intergenic regions. The expression level of each gene was normalized by the number of reads per kilobase of transcriptome per million mapped reads (RPKM). The differentially expressed genes were selected using the Audics program with parameters of |log2FoldChange| > 1 and *q*-value < 0.001. The transcriptome data has been deposited in the Gene Expression Omnibus database^3^. The accession number is GSE119208.

### Real-Time Quantitative PCR Analysis

Total RNA isolation and real-time quantitative PCR (RT-qPCR) procedures were performed as described previously (Fu et al., 2017). Mycelium of *S. clavuligerus* F613-1 and Δ*cagRS* were harvested from fermentation liquid at 24, 72, 120, 168, and 216 h, rapidly frozen in liquid nitrogen and then total RNA was extracted using an RNA extraction kit (SBSBIO, Beijing China) according to the manufacturer’s protocol. Total RNA samples were treated with Turbo DNA-free reagents (Ambion, United States) to remove the residual chromosomal DNA. The cDNAs were synthesized using random hexamer primers (pdN6, Amersham Pharmacia Biotech, England), M-MLV reverse transcriptase (Invitrogen, England) and dNTPs (Roche, Switzerland). Real-time PCR assays were performed on the Roche LightCycler 480 using SYBR Green Mix (ToYoBO, Osaka, Japan). Relative quantities of cDNA were normalized to the amounts of 16S rRNA. For RT-qPCR assays, experiments were conducted in triplicate. Statistical analysis was performed using SPSS Statistics V19.0 software.

### Chromatin Immunoprecipitation and DNA Sequencing Assay (ChIP-Seq Assay)

Chromatin immunoprecipitation assay was performed as previously described (Bush et al., 2013). *S. clavuligerus* CagR-Flag (Δ*cagRS*:: *cagR*-[Gly_4_Ser]_3_-3^∗^Flag-*cagS*) was grown in four 50-mL SCF at 25°C for 72 h. Formaldehyde was added to cultures at a final concentration of 1% (vol/vol) for 30 min. Glycine was then added to a final concentration of 125 mM to stop the cross-linking. The samples were left at room temperature for 5 min and washed twice in PBS (phosphate-buffered saline, pH 7.4) buffer. The pellets were resuspended in 5 mL of ChIP-lysis buffer [10 mM Tris-HCl, pH 8.0, 50 mM NaCl, 1 mM phenylmethanesulfonyl fluoride (PMSF) and 15 mg/mL lysozyme] and incubated at 37°C for 30 min or until lysed. Then, 5 mL ChIP-IP buffer (50 mM Tris-Cl, pH 8.0, 250 mM NaCl, 0.8% [vol/vol] Triton X-100 and 1 mM PMSF) was added, and the samples were chilled on ice. Sonication was performed at a high-power setting for 40 cycles (10 s on and 10 s off) using an ultrasonic processor (FS-250N, Shengxi Ultrasonic Instrument Co., Ltd., Shanghai) to shear chromosomal DNA into fragments ranging from 200 to 500 bp on average. The samples were centrifuged at 12,000 rpm at 4°C for 10 min to collect the supernatant, after which 50 μL of each was set aside for total DNA extraction (input). Next, 40 μL of IgG-agarose (Sigma-Aldrich, A0919) was washed according to the manufacturer’s instructions and added to the remaining lysates. The mixtures were then incubated on a rotating wheel at 4°C for 2 h, and then the samples were centrifuged at 5,500 g at 4°C for 30 s to collect the supernatants. Next, the 40 μL anti-FLAG M2 Affinity Gel (Sigma-Aldrich, A2220) was washed according to the manufacturer’s instructions and added to the above supernatants. The mixtures were then incubated on a rotating wheel at 4°C overnight. The samples were centrifuged at 5,500 g at 4°C for 30 s, and the pellets were washed twice with 0.5 × ChIP-IP buffer and then twice with 1 × ChIP-IP buffer and transferred to new tubes after the first washing step. The pellets and 50 μL of total cell extracts (set aside earlier) were eluted overnight at 65°C in 100 μL of ChIP-IP elution buffer (50 mM Tris-HCl, pH 7.6, 10 mM EDTA and 1% SDS) to reverse the cross-links. The samples were centrifuged at 12,000 rpm for 5 min to remove the beads. The pellets were extracted with 50 μL of TE buffer (10 mM Tris-Cl, pH 7.4 and 1 mM EDTA) and incubated with 0.2 mg/mL proteinase K (Sigma) and 20 μg/mL RNase A (Sigma) for 2 h at 55°C. The samples were extracted twice with phenol-chloroform and once with chloroform and further purified using Bioteke columns (Bioteke, Beijing). DNA was quantified using a Nano-Drop spectrophotometer (Thermo Scientific).

ChIP-seq libraries were prepared and sequenced on a HiSeq 2500 sequencer (Illumina, Novogene) by Novogene Science and Technology Co., Ltd. BigWig files were generated from the alignment for visualization purposes (Kent et al., 2010). MACS2 (Model-based Analysis of ChIP-seq) was used to identify peaks using a *p*-value ≤ 0.005 (Zhang et al., 2008). To identify possible binding motifs of the CagR DNA-binding response regulator, the ChIP peak sequences were analyzed by Dreme software (Bailey and Elkan, 1994; Bailey, 2011).

### Overexpression and Purification of His-Tagged CagR

The *cagR* gene of *S. clavuligerus* F613-1 was amplified using primer pairs cagRHis-F/R (Supplementary Table S2) and then inserted into the pMD18T vector to generate the intermediate recombinant plasmid pMD18T-cagR. After confirmation by DNA sequencing, *cagR* from pMD18T-cagR was cloned into the pET-15b expression vector, producing the recombinant plasmid pET-cagR. Finally, pET-cagR was introduced into *E. coli* BL21(DE3) for protein expression. His-tagged CagR protein was induced and purified as previously described (Fu et al., 2017). The purity of His-tagged CagR protein was determined on a 10% SDS-PAGE gel.

### Electrophoretic Mobility Shift Assays (EMSAs)

PCR was used to amplify 150–300 bp fragments from the intergenic regions of genes using genomic DNA of F613-1 as template (primers are listed in Supplementary Table S2). The amplified DNA fragments were labeled at the 3′-end with biotin-11-UTP using the Biotin 3′ End DNA Labeling kit (Thermo Scientific), according to the manufacturer’s instruction. Non-specific cold probes (PolydI/dC) were added to control reaction mixtures as competitors. EMSAs were carried out as described previously (Zhang et al., 2015).

## Results

### Deletion of *cagRS* Results in Decreased Production of CA

*Streptomyces clavuligerus* F613-1 is an industrial CA producer, and its complete genome sequence has been reported (Cao et al., 2016). The putative TCS CagRS is located near the CA biosynthetic gene cluster in F613-1 (Figure 1C). To characterize the function of this TCS, a *cagRS* null mutant of F613-1 was constructed, and a complemented strain, Δ*cagRS*com, was also constructed by expressing *cagRS in trans* in the φC31 integration site in Δ*cagRS* (Figure 1A). Deletion and complementation were confirmed by PCR (Figure 1B).

On different media (BSCA, MSF, MM, and ISP4), no growth or phenotypic differences were noted for Δ*cagRS* compared with the parental strain F613-1 (Figure 2). Interestingly, a bioassay revealed that deletion of *cagRS* resulted in a modest reduction in CA biosynthesis, as indicated by the smaller diameter of the inhibition zone produced by Δ*cagRS* compared to that of the wild-type strain F613-1 (data not shown).

**FIGURE 2:**
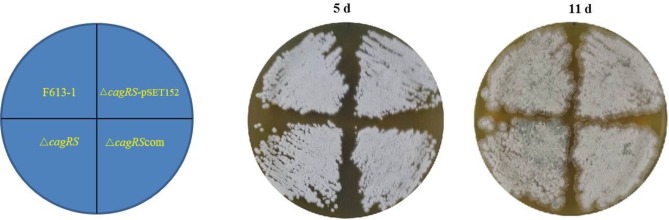
Phenotype of F613-1, Δ*cagRS*, Δ*cagRS*-pSET152, and Δ*cagRS* com on BCSA solid medium.

To examine the effect of CagRS on CA production in more detail, an HPLC assay was performed to quantitatively analyze the production of CA in Δ*cagRS* and F613-1. No differences were detected in the biomasses of Δ*cagRS* and F613-1 (Figure 3C,D). However, the CA concentration produced by Δ*cagRS* in fermentation medium supplemented with glycerol trioleate was decreased by 50.8% (*t* = 41, 63, *P* < 0.05) at 72 h, 40.9% (*t* = 69, 103, *P* < 0.05) at 120 h, 26.0% (*t* = 122, 190, *P* < 0.05) at 168 h, and by 26.1% (*t* = 109, 125, *P* < 0.05) at 216 h, when compared with production by F613-1 (Figure 3A). It was reported that the addition of glycerol trioleate could enhance CA production in *S. clavuligerus* NRRL 3585 (Kim et al., 2009). In this study, when compared with F613-1 levels, the CA concentrations produced by Δ*cagRS* in fermentation medium without glycerol trioleate were decreased by 87.9% (*t* = 32, 75, *P* < 0.05) at 72 h, 61.3% (*t* = 50, 101, *P* < 0.05) at 120 h, and 46.9% (*t* = 58, 99, *P* < 0.05) at 168 h (Figure 3B). The results revealed that CA production in Δ*cagRS* is decreased when compared with F613-1 whether or not glycerol trioleate is present in the fermentation medium, consistent with the bioassay results. Additionally, CA production by Δ*cagRS* dropped more markedly in the absence of glycerol trioleate supplementation, indicating that *cagRS* may affect metabolic processing of the CA direct precursor glyceraldehyde 3-phosphate (G3P).

**FIGURE 3:**
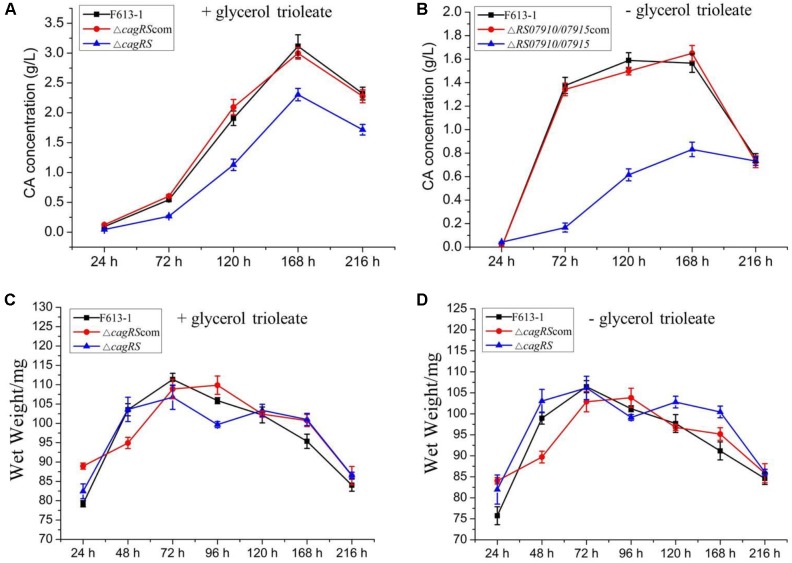
Clavulanic acid (CA) liquid fermentation titers of F613-1, Δ*cagRS* and the complemented strain. Analysis of the change of CA concentration during fermentation **(A,B)**. For detecting CA production during the liquid fermentation process, spores (10^6^/mL) were inoculated into 100 mL SCZ seed medium and cultured at 25°C, 200 rpm for 48 h to obtain seed cultures. Next, 5 mL seed cultures were transferred to 100 mL SCF fermentation medium supplemented with **(A)** or without **(B)** 1.6% (v/v) glycerol trioleate, and then grown at 25°C, 200 rpm for 216 h. To analyze CA concentration, 1 mL samples of fermentation liquid were collected at 24, 72, 120, 168, and 216 h, and centrifuged at 12000 rpm, 4°C, 5 min to collect the supernatant. Next, HPLC was performed immediately after the supernatant was filtered with a 0.22 mm filter membrane. **(C,D)** Growth curves of F613-1, Δ*cagRS* and Δ*cagRS*com with **(C)** or without **(D)** glycerol trioleate. Samples for growth curve analysis were harvested at seven time points (24, 48, 72, 96, 120, 168, and 216 h). Data are the mean ± SD of three separate experiments.

Δ*cagRS* was almost fully complemented by a wild-type copy of *cagRS* introduced into the φC31 integration site (Figure 2, 3), suggesting that the TCS CagRS contributes to regulation of CA production, although it does not affect the phenotype of *S. clavuligerus* F613-1.

### Transcriptome Analysis Revealed That *cagRS* Regulates CA Production via Multiple Pathways

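Mycelium of the parental strain F613-1 and of ΔcagRS, from which the 2-component system genes cagR and cagS were deleted, was harvested from fermentation liquid at 72 h and 25°C, and its RNA was sequenced after removal of ribosomal RNA. The paper describes both 2 sets of RNA and 3 replicates for each strain, whereas the deposited table holds 1 column of values per strain, so 1 library per strain was analysed and no difference between the strains has a replicate check. Whether the column combines several replicates is not given in the sources used here. The authors cleaned the reads, kept those outside ribosomal RNA and expressed each gene as RPKM, the number of its reads scaled by gene length and by the mapped reads of the library. The aligner and the genome build are not given in the sources used here. The table lists 5846 genes on a chromosome and on plasmids by position. Multiplied by gene length, the RPKM values were whole multiples of a single step in each library. Within 0.05 of a read, this held for all 4224 genes under 1000 reads in F613-1 and for all 2701 such genes in ΔcagRS. The reads recovered in this way came to 11335184 on the listed genes in F613-1 and to 24005483 in ΔcagRS, a ratio of 2.12. Expression was compared as the log2 ratio of the deposited RPKM, ΔcagRS over F613-1, without a pseudocount. Intervals on a ratio are exact 95% (Clopper-Pearson) intervals from the recovered reads and cover counting error only, not the variation between cultures. The identifiers in the table are paired with no gene name in the table itself, in the paper's tables or in the gene table of assembly ASM551946v1, where 0 of the 5846 identifiers were found. Values are therefore not given here for cagR, cagS or any other gene that the paper names, and the deletion itself was not checked.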

To gain further insights into the mechanisms by which CagRS regulates CA biosynthesis, transcriptome analysis was performed. Transcriptome sequencing revealed that 5943 genes were expressed in F613-1 under the test conditions, and 5843 genes were expressed in Δ*cagRS*. 

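In the deposited table, 5840 of the 5846 listed genes had an RPKM above 0 in F613-1 and 5283 had one in ΔcagRS. Both of the paper's counts are higher. Its count for F613-1 is above the number of listed genes, so the listed genes alone cannot give it. With a minimum of 5 recovered reads, 5812 genes were counted in F613-1 and 5277 in ΔcagRS. Both libraries held reads of 5277 genes. The 6 genes found only in ΔcagRS had between 6 and 16 reads each in that library, which was the more deeply sequenced one. The 563 genes found only in F613-1 were all listed on plasmids, namely 521 on pSCL4, 40 on pSCL2 and 2 on pSCL3. They took up 870966 reads in F613-1, or 7.68% of that library, and every one of them was listed at 0 in ΔcagRS. A count of 0 among the reads of ΔcagRS allows a share of up to 1.24971e-05% of them (3 reads). Of the 5283 genes listed on the chromosome, 0 were found only in F613-1. The median RPKM of the chromosomal genes was 41.9 in F613-1 and 45.9 in ΔcagRS.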

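Among the 5277 genes above 0 RPKM in both libraries, the log2 ratio of ΔcagRS over F613-1 was above 1 for 1282 genes and below -1 for 631 genes, 1913 in all, so that 67.0% of the genes past the 2-fold threshold were higher in ΔcagRS. No test entered this count, because the values are RPKM of 1 library per strain. The highest ratio among genes with a mean RPKM of at least 41.1 was that of SCN_RS00195, at 98486 to 98941 on the chromosome, which went from 1.35 RPKM (7 reads) to 658 RPKM (7208 reads), a log2 ratio of 8.93 (95% interval 7.88 to 10.24). Next came SCN_RS00180, at 94885 to 95463, with a log2 ratio of 8.33 (95% interval 7.67 to 9.08). The lowest ratios were those of SCN_RS16555, at 3977356 to 3977880, which went from 1412 to 11.6 RPKM with a log2 ratio of -6.93 (95% interval -7.18 to -6.69), and of SCN_RS18905, at 4507707 to 4509065, with a log2 ratio of -6.92 (95% interval -7.04 to -6.79). The median log2 ratio over genes was 0.30, and 62.1% of the genes had a ratio above 0. The split between higher and lower genes moved with the scaling of the libraries. With ratios rescaled by the median of ratios, 891 genes were higher and 912 lower, or 49.4% higher, and with TMM scaling 925 were higher and 881 lower, or 51.2% higher. Upper quartile scaling gave 1257 higher and 655 lower genes.

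**Figure D1:**
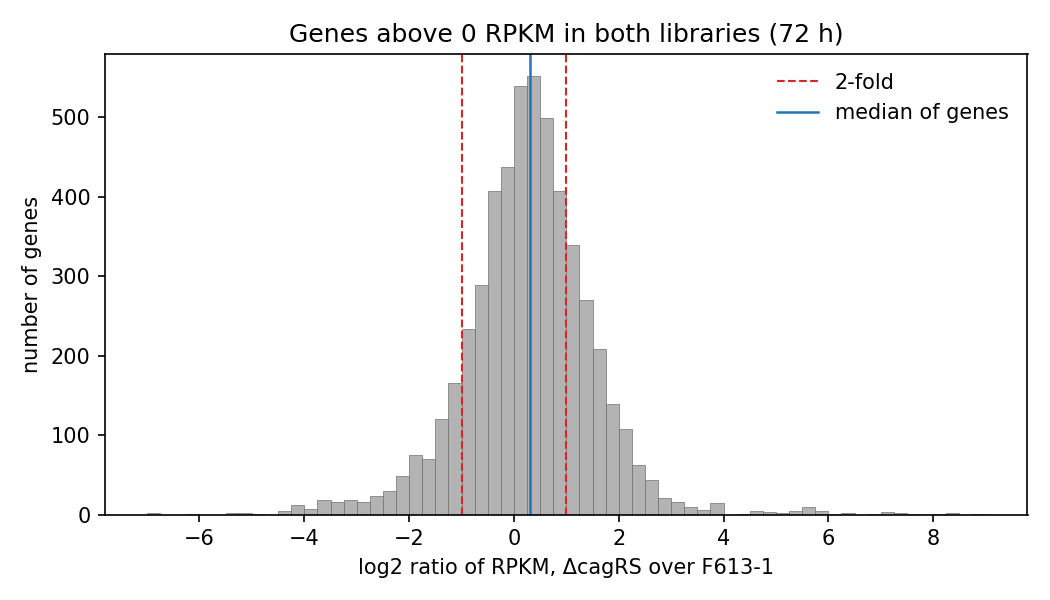
Number of genes (y axis) by log2 ratio of RPKM, ΔcagRS over F613-1 (x axis), for the 5277 genes above 0 in both libraries at 72 h. Bars are 0.25 wide, the dashed lines mark the 2-fold thresholds and the solid line marks the median of 0.30, with 1282 genes to the right of the upper threshold and 631 to the left of the lower one.

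With the Audic-Claverie test on the recovered reads, chosen after seeing the data and applied with a Benjamini-Hochberg q under 0.001, 1246 of these genes were higher and 614 lower, and the 563 plasmid genes at 0 in ΔcagRS passed it as well, which brought the share of higher genes to 51.4% of 2423. In the authors' deposited table, 1249 genes with a q-value under 0.001 were higher and 614 lower by the same ratio threshold, and the 563 genes at 0 in ΔcagRS had a q-value under 0.001 there as well. These tests compare the 2 libraries, not the strains. The paper names the Audics program with the same limits on the ratio and the q-value for this comparison. At these limits the deposited q-values do not give the paper's number of differing genes, with or without the genes at 0. They do not give its number of upregulated genes either.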

Statistical analysis showed that 2036 genes showed significant differences in expression (log2 FC > 1.0) between Δ*cagRS* and F613-1 during fermentation, with 1286 of these genes upregulated in Δ*cagRS*. The differentially expressed genes were further analyzed by Gene Ontology (GO) term enrichment analysis^4^ and KEGG pathway analysis^5^. Significant enrichment in GO terms was found mainly in the categories of “metabolic process,” “oxidation-reduction process,” and “regulation of transcription” (Supplementary Figure S3A). KEGG pathway analysis revealed that many of the differentially expressed genes are involved in fatty acid biosynthesis, pyruvate metabolism, arginine biosynthesis and carbon metabolism (Supplementary Figure S3B). RT-qPCR was also performed to validate the transcriptome results, and the results for the tested genes were in general agreement with the transcriptome results except for *oat2* (Table 1).

**Table 1:** Differential expression of genes associated with G3P and arginine metabolism and CA biosynthesis in Δ*cagRS*.

Gene ID in ATCC 27064	Gene ID in F613-1	Fold change transcriptome^c^	Fold change RT-qPCR^d^	Product	Pathway	*p*-value
**Genes involved in G3P and arginine metabolism**						
*SCLAV_1867*^a^ (*gpmA1)*	*BB341_RS18990*^b^	0.17	0.39	Phosphoglycerate mutase	Glycolysis	0
*SCLAV_1059*(*fucA)*	*BB341_RS22720*	2.00	3.73	Class II aldolase family protein	Glycolysis	6.66E-16
*SCLAV_2648*	*BB341_RS15270*	2.06	4.12	Class II fructose-bisphosphate aldolase	Glycolysis	1.11E-15
*SCLAV_0289*	*BB341_RS26335*	0.49	0.33	ROK family protein	Glycolysis	1.30E-39
*SCLAV_3958*	*BB341_RS21415*	0.46	0.24	Glucokinase	Glycolysis	1.66E-70
*SCLAV_1613(aceE)*	*BB341_RS13605*	0.33	0.45	Pyruvate dehydrogenase E1	Glycolysis	0
*SCLAV_4928(poxB)*	*BB341_RS21120*	0.46	0.53	Pyruvate dehydrogenase	Glycolysis	0
*SCLAV_5509*	*BB341_RS01000 (gap2)*	0.29	0.37	Glyceraldehyde-3-phosphate dehydrogenase	Glycolysis	0
*SCLAV_0879*	*BB341_RS23575*	0.29	0.31	Glycerol-3-phosphate dehydrogenase/oxidase	Glycerol metabolism	9.96E-184
*SCLAV_0228*	*BB341_RS26625*	51.98	9.94	Acyl-CoA dehydrogenase	Fatty acid degradation	6.66E-16
*SCLAV_2974(paaH)*	*BB341_RS03665(paaH)*	2.99	2.08	3-hydroxybutyryl-CoA dehydrogenase	Fatty acid degradation	6.66E-16
*SCLAV_4820*	*BB341_RS04820*	11.89	8.69	Acyl-CoA dehydrogenase	Fatty acid degradation	4.44E-16
*SCLAV_4816(echA5)*	*BB341_RS04840*	3.10	2.16	Enoyl-CoA hydratase	Fatty acid degradation	2.22E-16
*SCLAV_0801(argC)*	*BB341_RS23945 (argC)*	9.61	2.12	*N*-acetyl-gamma-glutamyl-phosphate reductase	Arginine synthesis	1.11E-15
*SCLAV_0800(argJ)*	*BB341_RS23950 (argJ)*	7.33	6.45	Bifunctional ornithine	Arginine synthesis	1.11E-15
*SCLAV_0799(argB)*	*BB341_RS23955 (argB)*	6.74	5.48	Acetylglutamate kinase	Arginine synthesis	1.11E-15
*SCLAV_0798(argD)*	*BB341_RS23960 (argD)*	5.33	5.67	Acetylornithine aminotransferase	Arginine synthesis	1.11E-15
*SCLAV_0797*	*BB341_RS23965 (argR)*	5.04	5.49	Arginine repressor	Arginine synthesis	1.11E-15
*SCLAV_0796*	*BB341_RS23970 (argG)*	3.47	2.63	Argininosuccinate synthase	Arginine synthesis	1.11E-15
*SCLAV_0795*	*BB341_RS23975 (argH)*	4.70	3.47	Argininosuccinate lyase	Arginine synthesis	1.11E-15
**Genes involved in CA biosynthesis**						
*SCLAV_4185*	*BB341_RS07870 (orf14)*	0.40	0.34	GNAT family acetyltransferase	Biosynthesis of CA	0
*SCLAV_4190*	*BB341_RS07845 (car)*	0.35	0.48	Oxidoreductase	Biosynthesis of CA	0
*SCLAV_4193(oat2)*	*BB341_RS07830 (oat2)*	2.81	0.89	Ornithine acetyltransferase	Biosynthesis of CA	1.11E-15
*SCLAV_4197*	*BB341_RS07810 (ceaS2)*	0.40	0.7	*N*(2)-(2-carboxyethyl)arginine synthase	Biosynthesis of CA	0
*SCLAV_0471(avaA2)*	*BB341_RS25520(avaA2)*	2.60	5.57	Gamma-butyrolactone biosynthesis protein	Regulation of CA	2.17E-13

*^*a*^locus_tag in Streptomyces clavuligerus ATCC 27064. ^*b*^locus_tag in Streptomyces clavuligerus F613-1. ^*c*^Results show fold change in ΔcagRS compared with F613-1 as determined by transcriptome analysis. ^*d*^******Results show fold change ΔcagRS compared with F613-1 as determined by RT-qPCR. Red lettering indicates down-regulated genes. Green lettering indicates up-regulated genes*.

Arginine and G3P are two direct precursors of CA (Townsend and Meng-Fei, 1985; Khaleeli et al., 1999), and therefore, arginine and G3P metabolism may affect CA production. As shown in Table 1, the expression levels of all of the genes in the arginine biosynthetic gene cluster increased significantly in Δ*cagRS* compared with levels in F613-1, and the expression levels of many genes involved in G3P metabolism also changed notably in Δ*cagRS* compared with F613-1, suggesting that CagRS regulates arginine and G3P metabolism. In addition, the expression levels of *ceaS2, oat2, car*, and *orf14*, genes related to CA biosynthesis, were significantly changed in Δ*cagRS* when compared with F613-1 levels, suggesting that CagRS regulates the CA biosynthetic gene cluster. The above transcriptome data indicate that the TCS CagRS may affect CA production both directly, through the CA biosynthetic gene cluster, and indirectly, by affecting arginine and G3P metabolism.

### ChIP-Seq Analysis of the *in vivo* Targets of the Response Regulator CagR

In order to further determine which genes are directly regulated *in vivo* by CagRS in *S. clavuligerus* F613-1, ChIP-seq analysis was conducted. Strain CagR-Flag was first constructed, which lacks CagRS at its native locus but expresses CagR and a C-terminal, triple Flag-tagged version of CagR. No growth or phenotypic differences were noted for strain CagR-Flag when compared with F613-1 and Δ*cagRS*, and the CA concentration of strain CagR -Flag was similar to F613-1 levels (Supplementary Figure S2A). Furthermore, CagR-[Gly4Ser]-3 × Flag was readily detected using anti-Flag antibody in western blot assays, without visible cross-reaction with any other protein, and the highest peak of CagR-[Gly4Ser]-3 × Flag expression emerged at 72 h during fermentation (Supplementary Figure S2B), suggesting optimal conditions for clean ChIP-seq experiments. Therefore, the mycelium of strain CagR-Flag was collected at 72 h during fermentation, and the ChIP-seq assay was conducted with Anti-FLAG M2 affinity gel. In addition, the total (non-immunoprecipitated) input DNA was used as a negative control.

The average DNA fragment sizes for the input and anti-Flag ChIP libraries were 294 and 253 bp, respectively. The input library had 12.74 million reads, and the Flag antibody ChIP library had 17.26 million reads. Over 95% of the reads were mapped to the *S. clavuligerus* F613-1 genome. The locations of the enriched peaks identified by the MACS2 program in the *S. clavuligerus* F613-1 genome are presented in a Supplemental Table (Additional File S2A). All 162 enriched regions were mapped to previously annotated genes in *S. clavuligerus* F613-1. Of those 162 CagR ChIP-seq targets, 22 targets are transcriptional regulators, and 41 targets are hypothetical proteins. In addition, eight targets of CagR are potentially involved in CA biosynthesis (Table 2 and Figure 4B): two genes (*cyp450* and *claR*) located in the CA biosynthetic gene cluster; the *BB341_RS25520* (*avaA2*) gene, as it encodes a gamma-butyrolactone biosynthesis protein and the γ-butyrolactone signaling system affects CA biosynthesis (Santamarta et al., 2005); *pgk*, encoding phosphoglycerate kinase; *BB341_RS07030, BB341_RS26625* and *BB341_RS03665* (*paaH*), which are involved in fatty acid degradation; and *BB341_RS20995* (*glnA3*), a gene encoding glutamine synthetase, which is involved in arginine biosynthesis. Moreover, transcriptome analysis revealed that the expression level of the *BB341_RS25520* (*avaA2*), *BB341_RS26625* and *BB341_RS03665* (*paaH*) genes increased significantly in Δ*cagRS* compared with F613-1 (Table 1).

**Table 2:** Clavulanic acid (CA) biosynthesis-associated genes identified as CagR targets by ChIP-seq.

Gene ID in ATCC 27064	Gene ID in F613-1	Biological function	Pathway	-Log10 (*p*-value)
*SCLAV_4189(cyp450)*	*BB341_RS07850 (cyp450)*	Cytochrome P450	Biosynthesis of CA	3.05595
*SCLAV_4191(claR)*	*BB341_RS07840 (claR)*	Transcriptional regulator	CA biosynthesis regulation	4.0205
*SCLAV_0471(avaA2)*	*BB341_RS25520(avaA2)*	Gamma-butyrolactone biosynthesis protein	CA biosynthesis regulation	2.53812
*SCLAV_1147 (pgk)*	*BB341_RS22330 (pgk)*	Phosphoglycerate kinase	Glycolysis	3.0029
*SCLAV_4367*	*BB341_RS07030*	Enoyl-CoA hydratase	Fatty acid degradation	2.33484
*SCLAV_0228*	*BB341_RS26625*	Acyl-CoA dehydrogenase	Fatty acid degradation	3.83473
*SCLAV_2974(paaH)*	*BB341_RS03665(paaH)*	3-hydroxybutyryl-CoA dehydrogenase	Fatty acid degradation	4.78544
*SCLAV_1431(glnA3)*	*BB341_RS20995(glnA3)*	Glutamine synthetase	Arginine synthesis	2.80523

*The genes listed in this table are limited to those associated with CA biosynthesis*.

**FIGURE 4:**
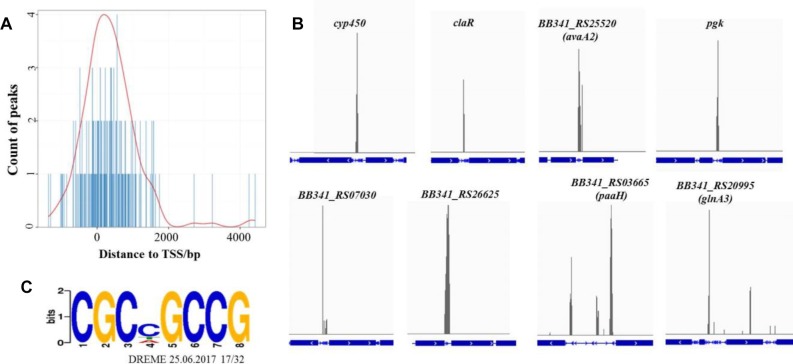
ChIP-seq data for the CagR target genes. **(A)** The distance between peak and transcription start site. TSS, transcription start site. The TSS of each peak-related gene is detected by Peak Annotator (Salmon-Divon et al., 2010). The count of peaks is calculated according to the distance between the peak and the TSS. **(B)** ChIP-seq peaks for eight selected CagR target genes: *cyp450, claR, avaA2, pgk, BB341_RS07030, BB341_RS26625, paaH*and *glnA3*. The blue boxes represent the gene coding regions, and the blue lines represent the intergenic regions. The eight corresponding ChIP-seq peak values for the negative control (input) dropped dramatically (data not shown). **(C)** The consensus binding sequence for CagR was determined by DREME (Discriminative Regular Expression Motif Elicitation) (Bailey, 2011). The height of the letters in the sequence logo, in bits, is proportional to the frequency of the A, C, T, or G nucleotides at each position of the motif. This sequence motif in *S. clavuligerus* F613-1 is nearly identical for that in *S. clavuligerus* ATCC27064.

Statistical analysis showed that the 162 enriched peaks were concentrated near transcriptional start sites, suggesting that CagR is a transcriptional regulatory protein (Figure 4A). Using the motif discovery algorithm DREME (Discriminative Regular Expression Motif Elicitation) (Bailey, 2011), the most significantly enriched motif within the peak regions was CGCNGCCG (*P*-value of 3.3e-10 and an *E*-value of 3.9e-009) (Figure 4C). Approximately 78% of the potential CagR targets had a CGCNGCCG motif correlating closely with the position of the ChIP-seq peak. Bioinformatics analysis found that the CGCNGCCG motif is also present in almost all homologous genes, i.e., the potential CagR target genes, in *S. clavuligerus* ATCC 27064. Of the 162 CagR ChIP-seq targets, approximately 35% of the associated genes showed a greater than twofold change in expression when comparing Δ*cagRS* to F613-1 in transcriptome analysis (Additional File S2B). Strikingly, 21% of the genes identified by ChIP-seq as CagR targets were upregulated significantly, and 16% were downregulated significantly, in Δ*cagRS*. These findings suggest that CagR is bifunctional, working almost equally as an activator and as a repressor to control differentiation in *S. clavuligerus.*

### *cagRS* Regulates the Biosynthesis of Arginine, a Direct Precursor of CA

Arginine is one of the direct precursors for CA biosynthesis (Liras et al., 2008). Seven genes (*argH, argG, argR, argD, argB, argJ*, and *argC*) involved in the biosynthesis of arginine are located in the arginine biosynthetic gene cluster, in which *argR, argD*, and *argB* form an operon (Figure 5A). Transcriptome and RT-qPCR analyses revealed that the expression of the gene cluster increased significantly in Δ*cagRS* compared with F613-1 (Table 1). As deletion of CagRS was associated with activation of these seven consecutive genes, we speculated that CagR may interact directly with one or more of the intergenic regions in the arginine gene cluster. Therefore, we amplified five intergenic regions, i.e., the intergenic regions of *argB, argC, argJ, argH*, and *argG*, to use as probes in EMSAs. Obvious shifting was only observed with the intergenic region probes for *argG* and *argC* (Figure 5B and Supplementary Figure S5), and notably, these two intergenic regions contain sequences identical (*argG*) or highly similar (*argC*) to the conserved CGCNGCCG motif sequence (Figure 5C), consistent with the binding of CagR to these intergenic regions. However, we did not detect interactions between CagR and the intergenic region probes for the *argB*-*D*-*R* operon, *argJ* or *argH*, although the transcription levels of these genes also increased significantly in the Δ*cagRS* strain.

**FIGURE 5:**
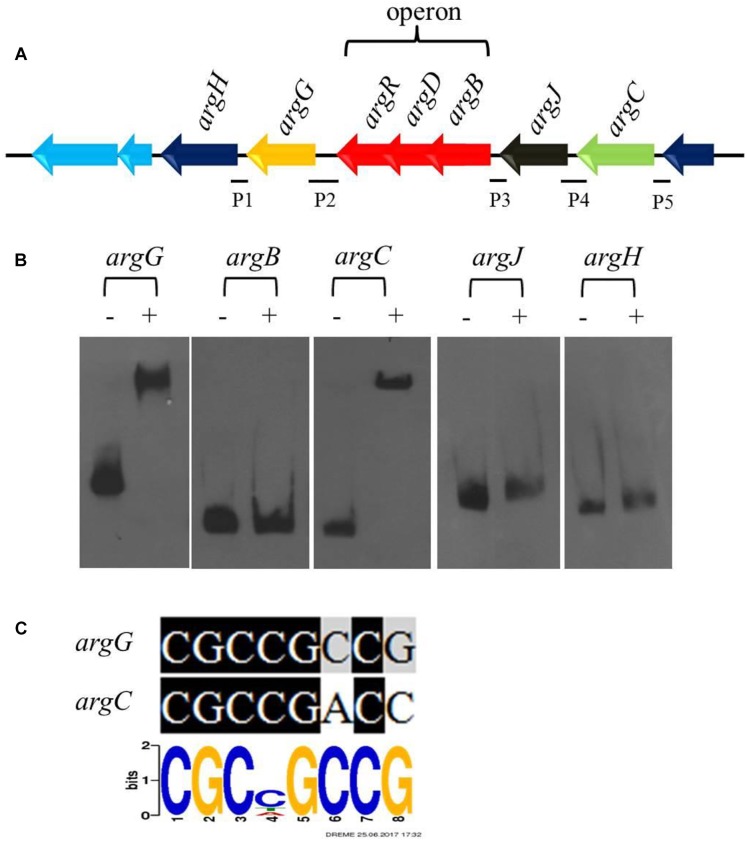
CagRS regulates the biosynthesis of arginine-the direct precursor of CA. **(A)** Schematic diagram of the arginine biosynthetic gene cluster. P1–P5 are different promoter regions of the arginine gene cluster: P1, 211 bp of the *argH* upstream region; P2, 299 bp of the *argG* upstream region; P3, 154 bp of the *argB*-*D*-*R* upstream region; P4, 271 bp of the *argJ* upstream region; P5, 160 bp of the *argC* upstream region. **(B)** The binding of CagR to the promoter regions of *argC* and *argG.* EMSAs of *argG, argB, argC, argJ*, and *argH* with purified His-tagged CagR. The promoter fragments were labeled with biotin-11-UTP using the Biotin 3′ End DNA Labeling kit. The above probes were incubated either with no protein (–) or 3.0 μg CagR (+). The appropriate amount of polydI/dC (1.0 mg) was used as competitor. **(C)** Comparison of *argG* and *argC* promoter sequences with the conserved CGCNGCCG motif for CagR binding.

### *cagRS* May Regulate G3P Metabolic Processes

G3P is another direct primary metabolic precursor of CA (Khaleeli et al., 1999; Liras et al., 2008), and glyceraldehyde-3-phosphate dehydrogenases (GAPDHs) are responsible for catalyzing the formation of G3P into 1,3-diphosphoglycerate. Two genes (*gap1* and *gap2*) encoding distinct GAPDHs have been characterized in *S. clavuligerus* 27064 (Li and Townsend, 2006). In this study, the expression level of *gap2* in Δ*cagRS* was reduced significantly compared to levels in F613-1 (Table 1), whereas *gap1* showed no significant differences in expression between the two strains. *BB341_RS23575*, which encodes glycerol-3-phosphate dehydrogenase, an enzyme involved in converting glycerol into G3P, was also significantly down-regulated in the mutant.

In addition, transcriptome analysis and RT-qPCR revealed that many genes involved in glycolysis, such as *BB341_RS18990, BB341_RS26335, BB341_RS21415, BB341_RS13605*, and *BB341_RS21120*, were also significantly down-regulated in Δ*cagRS* compared with F613-1 (Table 1). Furthermore, ChIP-seq assays revealed that *BB341_RS22330* (*pgk*), encoding the phosphoglycerate kinase involved in glycolysis, may be directly regulated by CagR *in vivo* (Table 2 and Figure 4B). Both glycolysis and the glycerol-converting process affect G3P concentration, as summarized in Figure 8A, and our transcriptional data revealed that G3P concentration may be decreased in Δ*cagRS* when compared with F613-1.

Glycerol trioleate, which dissociates into glycerol and oleic acid, was reported to enhance CA production in *S. clavuligerus* (Kim et al., 2009), with the produced glycerol converted into G3P for CA production. We found that, although CA production decreased significantly in the absence of glycerol trioleate, CA concentration increased from 72 h to 168 h continuously in Δ*cagRS*, indicating that *cagRS* may affect primary metabolic processing of the direct CA precursor G3P.

### *cagRS* Modulates Expression of the CA Biosynthetic Gene Cluster

As noted previously, gene clusters related to CA biosynthesis include the CA biosynthetic gene cluster, the paralog gene cluster and the clavam gene cluster (Figure 1C). Both the transcriptome and ChIP-seq analyses indicated that CagRS might affect the genes involved in CA biosynthesis (Tables 1, 2), so we speculated that CagR may interact directly with one or more of the promoters in the CA biosynthesis-related gene clusters. To investigate the targets of CagR, we amplified 14 promoter fragments (Figure 6A), which covered the upstream regions for 20 transcripts localizing to these gene clusters, to use as probes in EMSAs. Only the *cas1* gene in the clavam gene cluster is involved in CA biosynthesis, but when incubated with purified His-tagged CagR, EMSA assays showed that CagR does not bind the intergenic region of *cas1* (Figure 6A). *ceaS1, bls1, pah1*, and *oat1* in the paralog gene cluster are also involved in CA biosynthesis, and EMSA assays showed that CagR does not bind the intergenic region of the *bls1*and *pah1* genes, but CagR could bind the intergenic region of the *ceaS1* and *oat1* genes (Figure 6A and Supplementary Figure S5). For genes in the CA biosynthetic gene cluster, EMSA assays showed that CagR could bind the intergenic region of *claR* and *oat2* genes (Figure 6A and Supplementary Figure S5). DNA sequence alignment also showed that promoter regions of *claR, ceaS1, oat1*, and *oat2* contain sequences with strong similarity to the conserved CGCNGCCG motif (Figure 6B) in F613-1.

**FIGURE 6:**
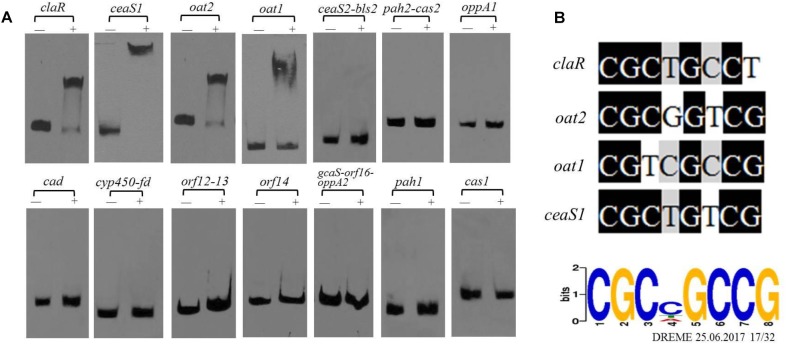
The binding of CagR to the promoter region of CA cluster genes. **(A)** The upstream promoter region of CA cluster genes are, respectively: 181 bp of the *claR* upstream region; 214 bp of the *ceaS1* upstream region; 169 bp of the *oat2* upstream region; 171 bp of the *oat1* upstream region; 234 bp of the *ceaS2*-*bls2* upstream region; 196 bp of the *pah2*-*cas2* upstream region; 158 bp of the *oppA1* upstream region; 191 bp of the *car* upstream region; 157 bp of the *cyp450*-*fd* upstream region; 246 bp of the *orf12*-*orf13* upstream region; 137 bp of the *orf14* upstream region; 171 bp of the *gcaS*-*orf16*-*oppA2* upstream region; 213 bp of the *pah1* upstream region; 183 bp of the *cas1* upstream region. The probes were incubated either with no protein (–) or 3.0 μg CagR (+). The appropriate amount of polydI/dC (1.0 mg) was used as competitor. **(B)** Comparison of *claR, oat2, oat1* and *ceaS1* promoter sequences with the conserved motif for CagR binding.

The above data indicated that CagRS is directly associated with CA synthesis, so the relative expression levels of genes in the CA biosynthetic gene cluster, as well as of homologous genes needed for CA biosynthesis in the paralog and clavam gene clusters, were analyzed by RT-qPCR assays. The mycelium of F613-1 and Δ*cagRS* cultured at 24, 72, 120, 168, and 216 h was harvested, and the relative expression levels of genes involved in CA biosynthesis during the CA fermentation process were monitored. As shown in Figure 7, the expression level of *claR, oat2, oppA1, oppA2, car, cyp450, orf12, orf14, orf16*, and *gcaS* in the CA biosynthetic gene cluster increased during the fermentation process and peaked at 168 h; the expression level of *oat1* and *pah1* in the paralog gene cluster increased during the fermentation process and peaked at 168 h; and the expression level of *cas1* in the clavam gene cluster also increased during the fermentation process and peaked at 168 h. When compared with F613-1 levels, the expression levels of almost all of the 20 tested genes were decreased in Δ*cagRS* before the 120 h time point. This trend in gene expression was similar to the trend in the CA fermentation levels (Figure 3).

**FIGURE 7:**
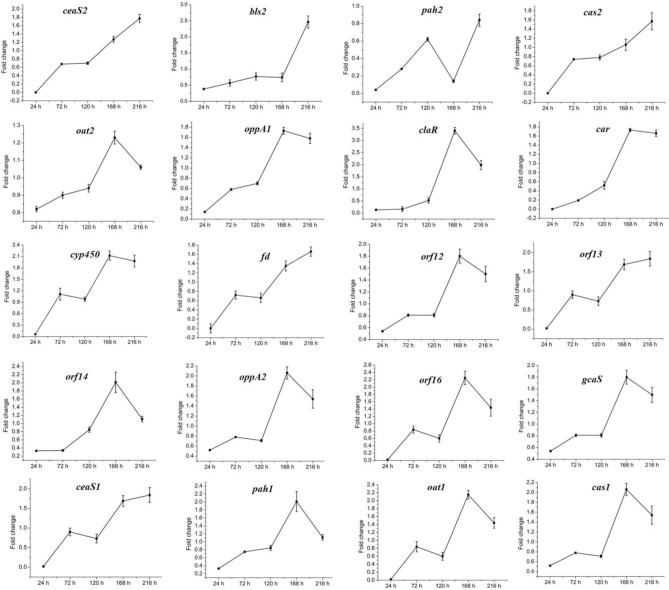
Expression of CA cluster genes by RT-qPCR in F613-1 and Δ*cagRS*. Results were normalized for *16S rDNA* gene content and are shown as fold change over the F613-1 control, which was given a value of 1. Fold change: expression level in Δ*cagRS* compared with F613-1. Data are the mean ± SD of three separate experiments.

## Discussion

### *cagRS* Is a Global Regulatory TCS

Two-component regulatory systems constitute a family of proteins that mediate adaptation to changing environments by modifying the phosphorylated state of a pair of proteins: a sensor histidine kinase and a response regulator. TCSs are reported to be involved in a variety of bacterial cellular responses, such as biofilm development, morphological development, chemotaxis, sporulation, photosynthesis, osmoregulation, antibiotic production, and pathogenicity (Ogura and Tanaka, 2002; Bijlsma and Groisman, 2003; Hutchings et al., 2004; Mikkelsen et al., 2011). TCSs are very abundant in *Streptomyces* species and are reported to affect antibiotic production such as pimaricin biosynthesis (Mendes et al., 2007). The TCS orf22/orf23 of *S. clavuligerus* ATCC 27064 was reported to have high similarity to the TCS SCO4020/4021 of *S. coelicolor* A3(2) and to affect CA production in *S. clavuligerus* ATCC 27064; orf22/orf23 is located downstream of the CA gene cluster, and an *orf23* deletion mutant reduced CA production, cell growth and sporulation in strain ATCC 27064 (Song et al., 2009). However, Jnawali et al. (2008) reported that *orf23* deletion reduced CA production but had no effect on cell growth or morphological development. Beyond that, the mechanisms by which orf22/orf23 affects CA production have not been further investigated (Song et al., 2009). The TCS CagRS in *S. clavuligerus* F613-1, which was annotated as orf22/orf23 in ATCC 27064, is also located next to the CA biosynthetic gene cluster, and we found that deletion of CagRS significantly reduced CA production but did not affect the phenotype. We also found that single-gene deletion mutants of CagRS also significantly reduced CA production but did not affect the phenotype (Supplementary Figure S4). Our results with the *cagRS* double-gene deletion mutant were similar to those obtained with the previously described *orf23* deletion mutant (Jnawali et al., 2008).

In our ChIP-seq experiments, enriched peaks were concentrated near transcriptional start sites, indicating that the response regulator CagR is indeed a transcriptional regulatory protein. Both the transcriptome and ChIP-seq data revealed that the TCS CagRS mainly regulates genes involved in fatty acid degradation, G3P and arginine metabolism, and CA production. Given the phenotype of the mutant and our transcriptome and ChIP-seq results, we conclude that CagRS is a global regulatory TCS and that this system regulates aspects of both primary metabolism (such as G3P and arginine metabolism) and secondary metabolism such as CA production. However, this TCS has little or no effect on phenotype or spore development under the test conditions.

### *cagRS* Negatively Regulates Arginine Biosynthesis

As a direct precursor of CA biosynthesis, arginine is very important for CA production (Brian et al., 1993; Khaleeli et al., 1999). The arginine biosynthetic gene cluster of *S. clavuligerus* was characterized by Rodriguez-Garcia et al. (2000), and the schematic diagram of this cluster in *S. clavuligerus* F613-1 is shown in Figure 5A. In our study, transcriptome data revealed that deletion of *cagRS* resulted in the increased expression of the arginine biosynthetic gene cluster, and these findings were largely supported by RT-qPCR data for *argB, argC, argJ, argH*, and *argG*. Additionally, EMSAs revealed that CagR could bind to the promoter regions for *argG* and *argC*. Overall, these data suggest that CagRS modulates the biosynthesis of arginine in a negative manner.

### *cagRS* May Positively Regulate G3P Metabolism

Glycerol, glycerol trioleate and other oils were reported to enhance CA production in *S. clavuligerus* (Baggaley et al., 1997; Ives and Bushell, 1997; Kim et al., 2009). The glycerol trioleate in the fermentation medium was absorbed into the cell and then was enzymatically dissociated into glycerol and oleic acid, with the produced glycerol converted into G3P (through primary metabolic pathways) for CA production. The produced G3P can also be converted into 1,3-bisphosphoglycerate by GAPDH in the glycolytic pathway and then enters the tricarboxylic acid cycle through pyruvate. Tricarboxylic acid cycle-intermediate accumulation is also reported to be associated with CA biosynthesis in *S. clavuligerus* (Ramirez-Malule et al., 2018). In this study, we found that conversion of glycerol into G3P may be inhibited in the Δ*cagRS* mutant strain because the gene (*BB341_RS23575*) that encodes glycerol-3-phosphate dehydrogenase was significantly down-regulated. Two genes (*gap1* and *gap2*), whose protein products are distinct GAPDHs, were characterized in *S. clavuligerus* 27064, and whereas the *gap1* mutant had twice the normal production levels of CA, the *gap2* mutant produced a level of CA similar to that of the wild-type strain (Li and Townsend, 2006), indicating that *gap1* plays a major role in converting G3P in *S. clavuligerus*. In Δ*cagRS*, the expression level of *gap2* was reduced significantly compared with F613-1 levels; however, the expression level of *gap1* was similar in the two strains, suggesting that the rate for conversion of G3P into acetyl-CoA in Δ*cagRS* would not differ greatly from that of F613-1. Additionally, our transcriptome and RT-qPCR analysis revealed that many genes involved in G3P and glycerol metabolism were significantly down-regulated in Δ*cagRS* compared with F613-1 (Table 1 and Figure 8A). Based on these data, we predict that the G3P concentration was therefore reduced, leading to the reduced CA production. Data from CA fermentation confirmedour hypothesis, as the amount of CA peaked at 168 h during the fermentation process whether supplemented with glycerol trioleate or not, but the CA concentration dropped significantly without glycerol trioleate.

**FIGURE 8:**
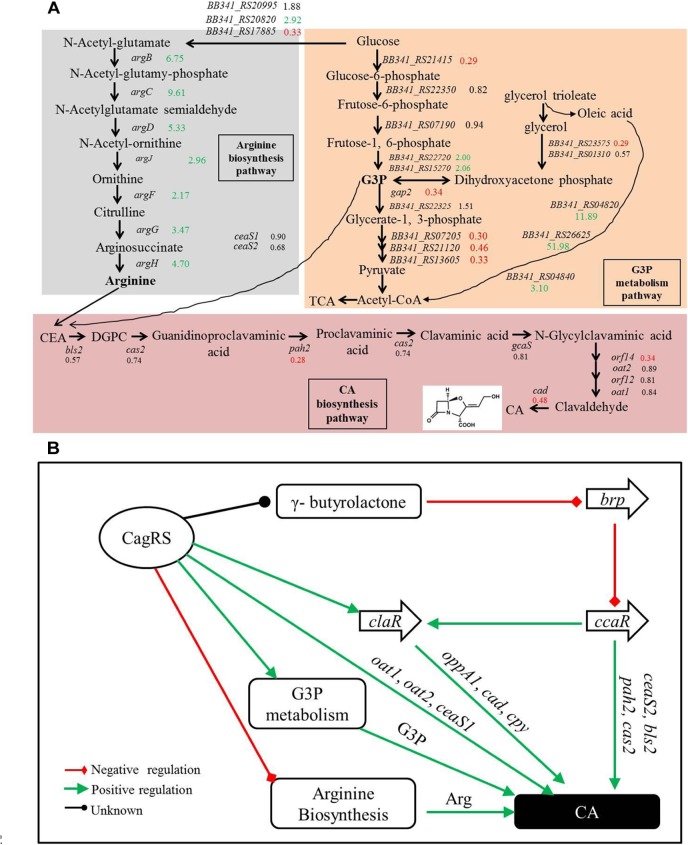
Clavulanic acid biosynthesis is regulated by the TCS CagRS. **(A)** Schematic overview of the expression profiles of genes involved in CA, G3P and the arginine metabolism pathway. CEA, *N*^2^-(2-carboxyethyl)-arginine; DGPC, deoxyguanidino-proclavaminic acid; TCA, tricarboxylic acid cycle. The numbers are the ratios of the comparative expression levels in Δ*cagRS* compared with the control F613-1, and the data are from the transcriptome and the RT-qPCR assays. Red indicates downregulation, green indicates upregulation, and black indicates no notable change. **(B)** Model of the TCS CagRS regulatory network of CA biosynthesis.

### *cagRS* Positively Regulates the CA Biosynthetic Gene Cluster

Clavulanic acid is a potent β-lactamase inhibitor produced by *S. clavuligerus* F613-1 (Qin et al., 2017), a strain that also synthesizes cephamycin C (Reading and Cole, 1977) and a few other clavam-based structures. The biosynthesis pathway of CA and its related by-product (clavam) has been largely elucidated (Liras et al., 2008). However, there have been no reports on the global regulation of CA biosynthesis. In this study, deletion of CagRS resulted in markedly decreased production of CA, consistent with the reduced expression of multiple genes involved in CA biosynthesis at early time points, including *pah2, bls2, claR, car* (these four genes located in CA biosynthetic gene cluster), and *oat1* (in paralog gene cluster), compared with levels in F613-1. ClaR is a pathway-specific regulatory factor of CA biosynthesis and positively regulates the expression of *ceaS2* (Gomez-Escribano et al., 2006); the patterns of expression of the late CA synthetic genes, such as *orf12, orf14, oppA1, oppA2, orf16, gcaS* and *car*, were similar to *claR* expression patterns, indicating that *cagRS* may indirectly regulate these genes through *claR*. The above data indicate that CagRS positively regulates the expression of the CA biosynthetic gene cluster.

Our EMSAs revealed that CagR can interact with the promoters of *ceaS1, oat1*, and *oat2*. Both EMSA and ChIP-seq assays also revealed that CagR can interact with the *claR* promoter, indicating that CagR can directly regulate *claR*, thereby affecting the expression of ClaR target genes in the CA biosynthetic pathway. Given the above data, we propose that CagRS modulates CA biosynthesis through *claR, ceaS1, oat1*, and *oat2.* CcaR is another pathway-specific regulatory factor involved in the biosynthesis of CA and was reported to positively regulate the expression of early stage CA biosynthetic genes (such as *ceaS2, bls2, pah2*, and *cas2*) and *claR* (Santamarta et al., 2002, 2011; Alvarez-Alvarez et al., 2014), suggesting that CagR and CcaR both directly regulate CA synthesis. In addition, the γ-butyrolactone signaling system negatively regulates CA production through inhibiting *ccaR* (Santamarta et al., 2005). Interestingly, our ChIP-seq assays revealed that CagR can bind the promoter of the *BB341_RS25520* (*avaA2*) gene, which encodes a gamma-butyrolactone biosynthesis protein, suggesting that CagR can also regulate CA production through the γ-butyrolactone signaling system-CcaR pathway (Figure 8B).

In conclusion, we found that CagR can modulate expression of the CA biosynthetic gene cluster and also affect genes involved in the metabolism of G3P and arginine, two direct precursors of CA. Our results provide new insights into the global regulation of CA biosynthesis and provide an important resource for future metabolic engineering efforts for CA production in *S. clavuligerus*.

## Author Contributions

GC designed the work. RQ executed the experiments. JF analyzed the data and prepared the manuscript draft and revised the manuscript. GZ and CL carried out the interpretation of data, drawing up figures and statistical analysis. NK helped in data analysis. CZ contributed to the experimental design, manuscript preparation, and submission. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The CagRS Two-Component System Regulates Clavulanic Acid Metabolism via Multiple Pathways in Streptomyces clavuligerus F613-1
**Source:** Front Microbiol. 2019 Feb 14;10:244. doi: 10.3389/fmicb.2019.00244
**Supplement:** Supplementary file 1

**Fu, et al., The CagRS two-component system regulates clavulanic acid metabolism via multiple pathways in *Streptomyces clavuligerus* F613-1**

**Supplementary Material**

**Table S1 Plasmids and strains used in this study.**

| **Strains or plasmids** | | | **Description** | **Source/Reference** |
| --- | --- | --- | --- | --- |
| ***Streptomyces clavuligerus* strains** | | | | |
| F613-1 | | Industrial clavulanic acid producer | |  |
| △*cagRS* | | F613-1 mutant with *cagRS* double-gene deletion | | This study |
| △*cagRScom* | | △*cagRS* complemented with *cagRS* | | This study |
| △*cagRScom*-pSET152 | | △*cagRS* complemented with the empty vector pSET15 | | This study |
| cagR-Flag | | △*cagRS* complemented with the fusion fragment *cagR*-Flag-*cagS* based on pSET152 plasmid; △*cagRS*:: *cagR*-[Gly4Ser]3-3*Flag-*cagS* | | This study |
| ***E. coli* strains** | | | | |
| DH5α | General cloning host | | | Trans (China) |
| BL21 (DE3) | Strain used for protein expression | | | Trans (China) |
| *E. coli* MA18 | *E. coli* containing pJTU1728 vector, *bla*a | | |  |
| ET12567/pUZ8002 | Strain used for conjugation between *E. coli* and *Streptomyces spp* | | |  |
| **Plasmids** |  | | |  |
| pJTU1278 | *E. coli*-*Streptomyces* shuttle vector, *tsr*a *bla*a *oriT* | | |  |
| pSET152 | *Streptomyces* integrated vector | | | BioVector (China) |
| pET-15b | Expression vector containing the T7 promoter and 6×His-thrombin | | | Novagene (USA) |
| pSET-cagRS | pSET152 containing the coding sequence of *cagRS* plus *cagR* upstream intergenic sequence | | | This study |
| pET-cagR | pET15b containing the coding sequence of *cagR* | | | This study |
| pEasy-Blunt-Simple | General cloning vector | | | Trans (China) |
| pJTU-cagRS | pJTU1278 containing the *cagRS*-disrupted cassette | | | This study |
| pSET-cagRFlag | pSET152 containing the fusion fragment *cagS*-Flag-*cagR* | | | This study |

a *tsr,* thiostrepton-resistance gene; *bla*, ampicillin-resistance gene.

**Table S2 Primers used in this study.**

* Restriction enzyme sites are underlined and were used for cloning purposes. Bases corresponding to the triple-Flag tag are shown in red lowercase letters. Bases corresponding to the [Gly4Ser]3 linker are shown in green lowercase letters.

Figure S1

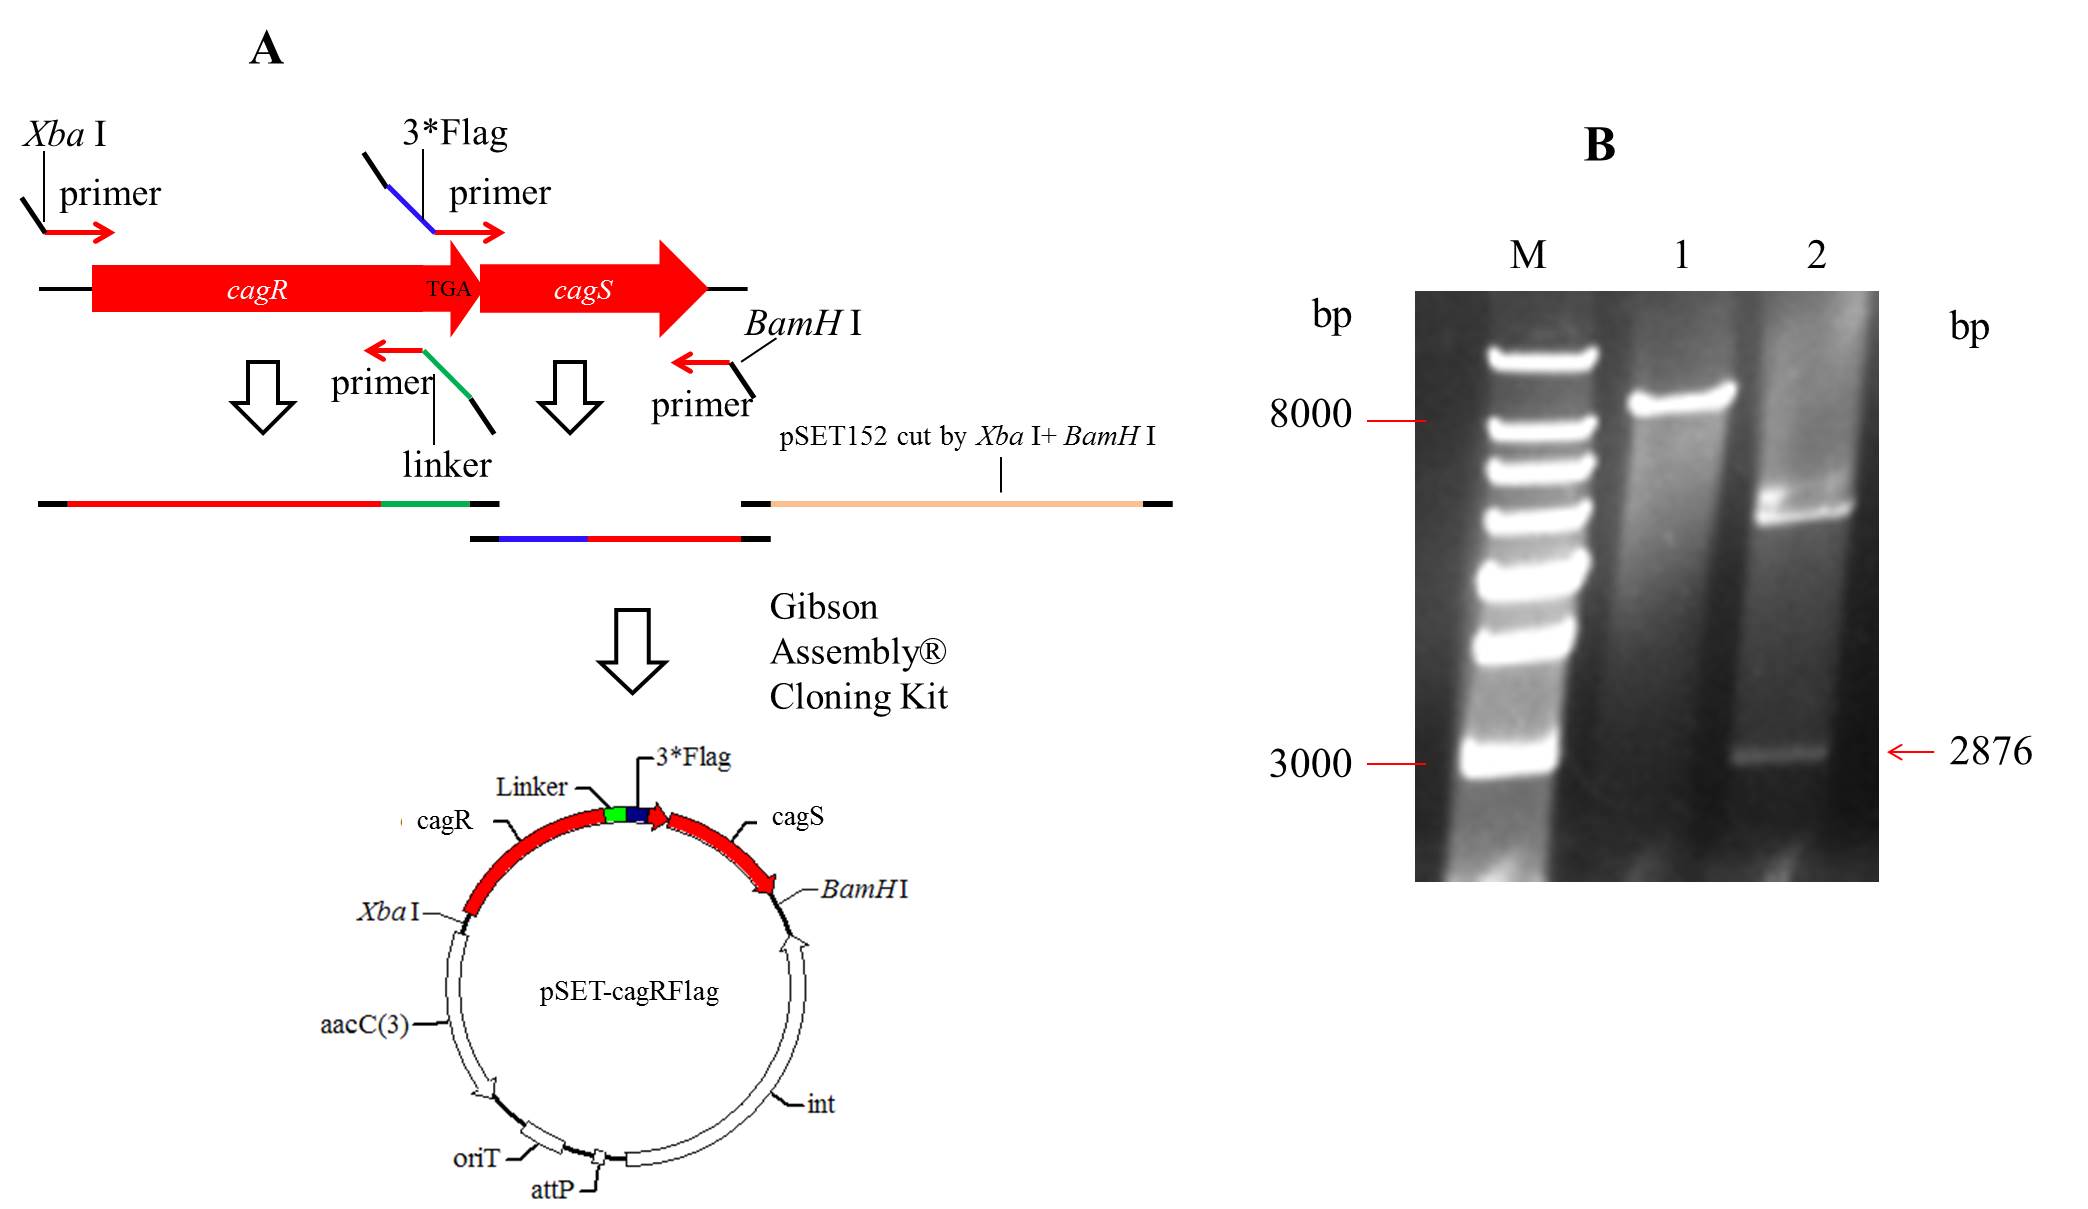

**Fig. S1** Construction of the recombinant plasmid pSET-cagRFlag. (A) Flow chart for construction of pSET-cagRFlag*.* The black lines in the primers indicate the corresponding overlapping sequences for joining two different fragments together, green lines indicate the [Gly4Ser]3 linker sequence (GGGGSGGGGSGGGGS), and red lines indicate the 3*Flag tag sequence (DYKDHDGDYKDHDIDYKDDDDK). (B) PCR verification of pSET-cagRFlag. M, DNA ladder marker; lane 1, *Xba*I digestion; lane 2, *Xba*I + *BamH*I double digestion.

Figure S2

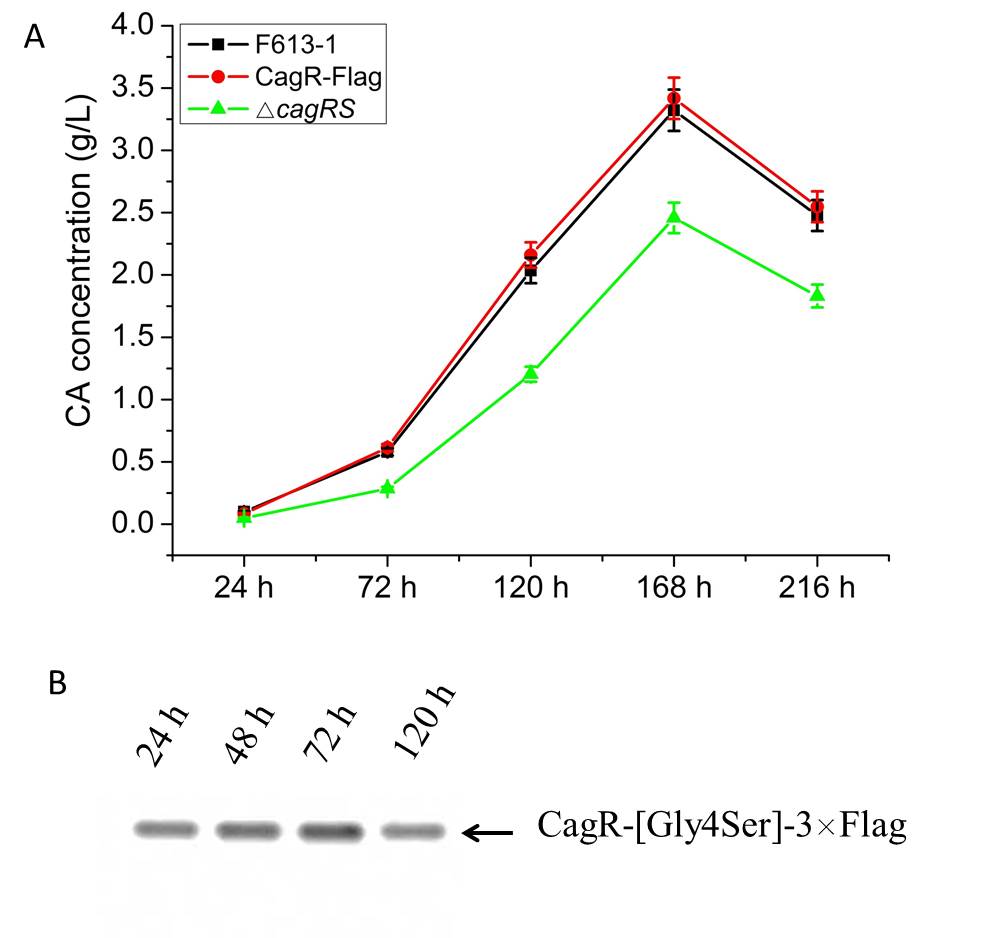

**Fig. S2** (A) CA liquid fermentation titers of strains F613-1, cagR-Flag and △*cagRS* in SCF fermentation medium*.* (B)Western blot detection of triple FLAG-tagged CagR using anti-Flag antibody.

Figure S3

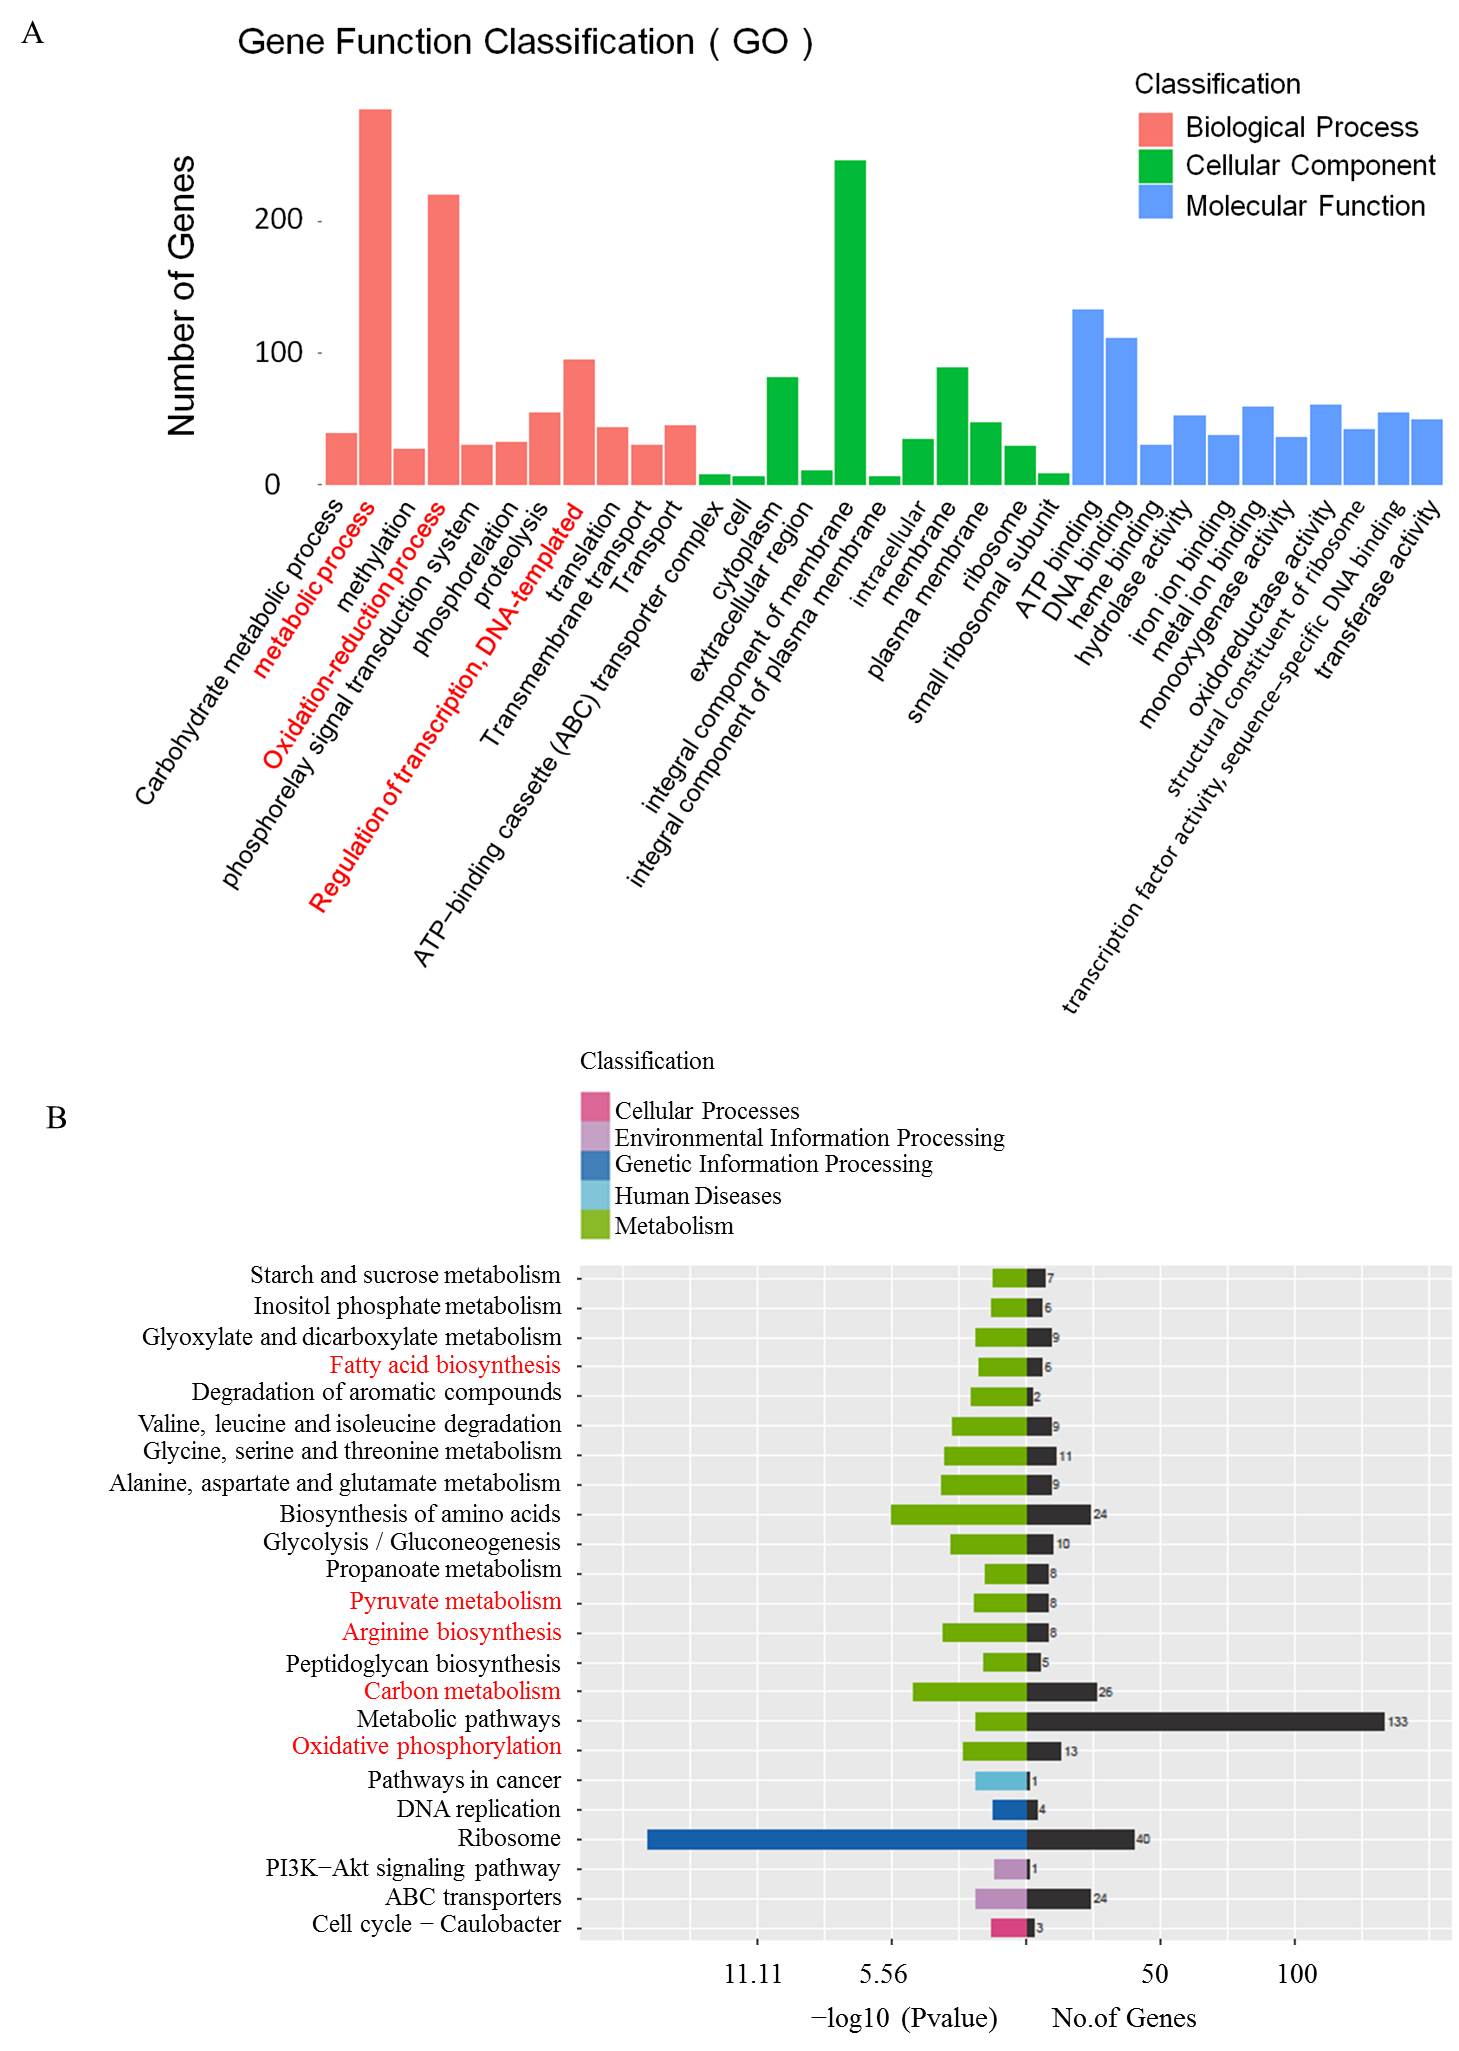

**Fig. S3** Transcriptome analysis of differentially expressed genes in △*cagRS* compared with F613-1. (A) GO term enrichment of genes with significantly changed expression (log2 FC>1) in △*cagRS* (compared with F613-1). (B) KEGG clustering analysis of genes with significantly changed expression (log2 FC>1) in △*cagRS* (compared with F613-1).

Figure S4

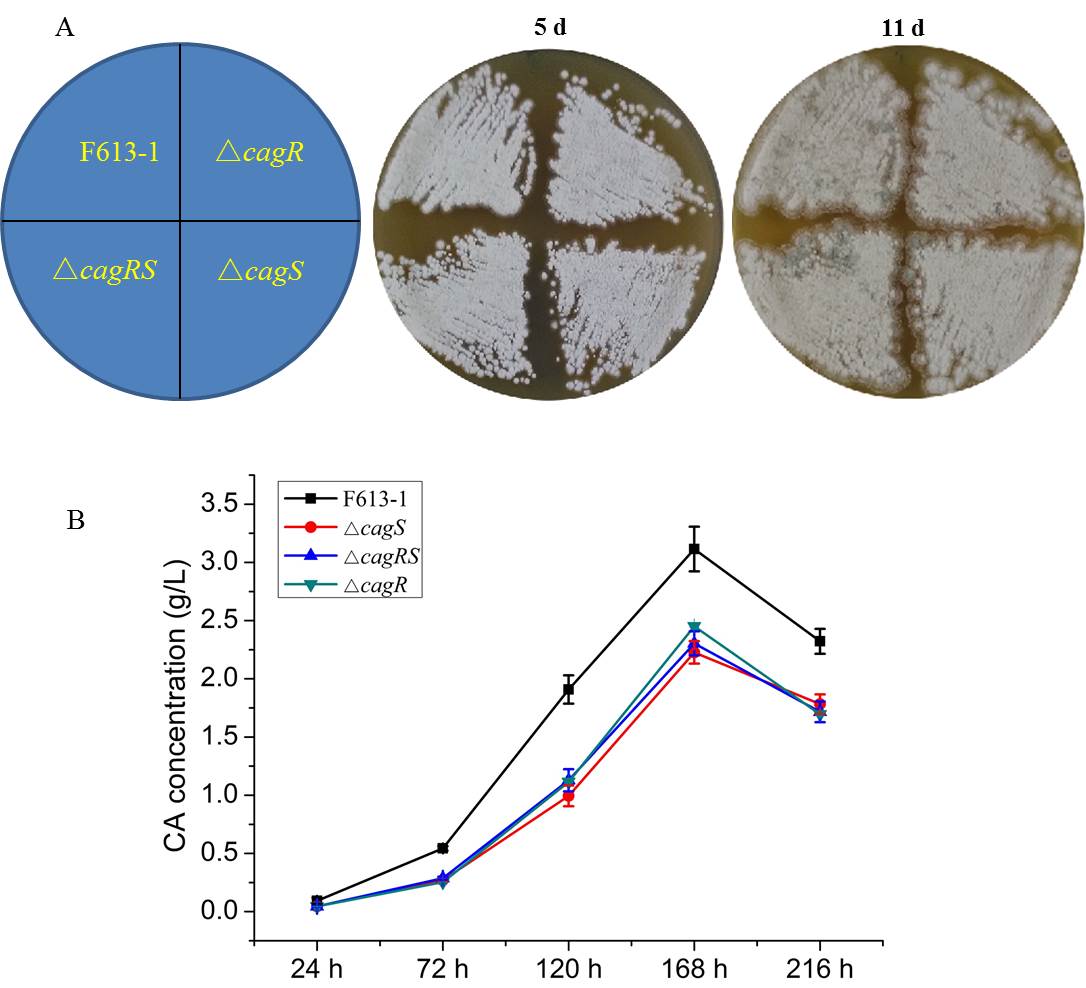

**Fig. S4** (A) Phenotype of F613-1, △*cagRS*, △*cagR* and △*cagS* on BCSA solid medium. (B) CA liquid fermentation titers of strains F613-1, △*cagRS*, △*cagR* and △*cagS* in SCF fermentation medium supplemented with 1.6% (v/v) glycerol trioleate*.*

Figure S5

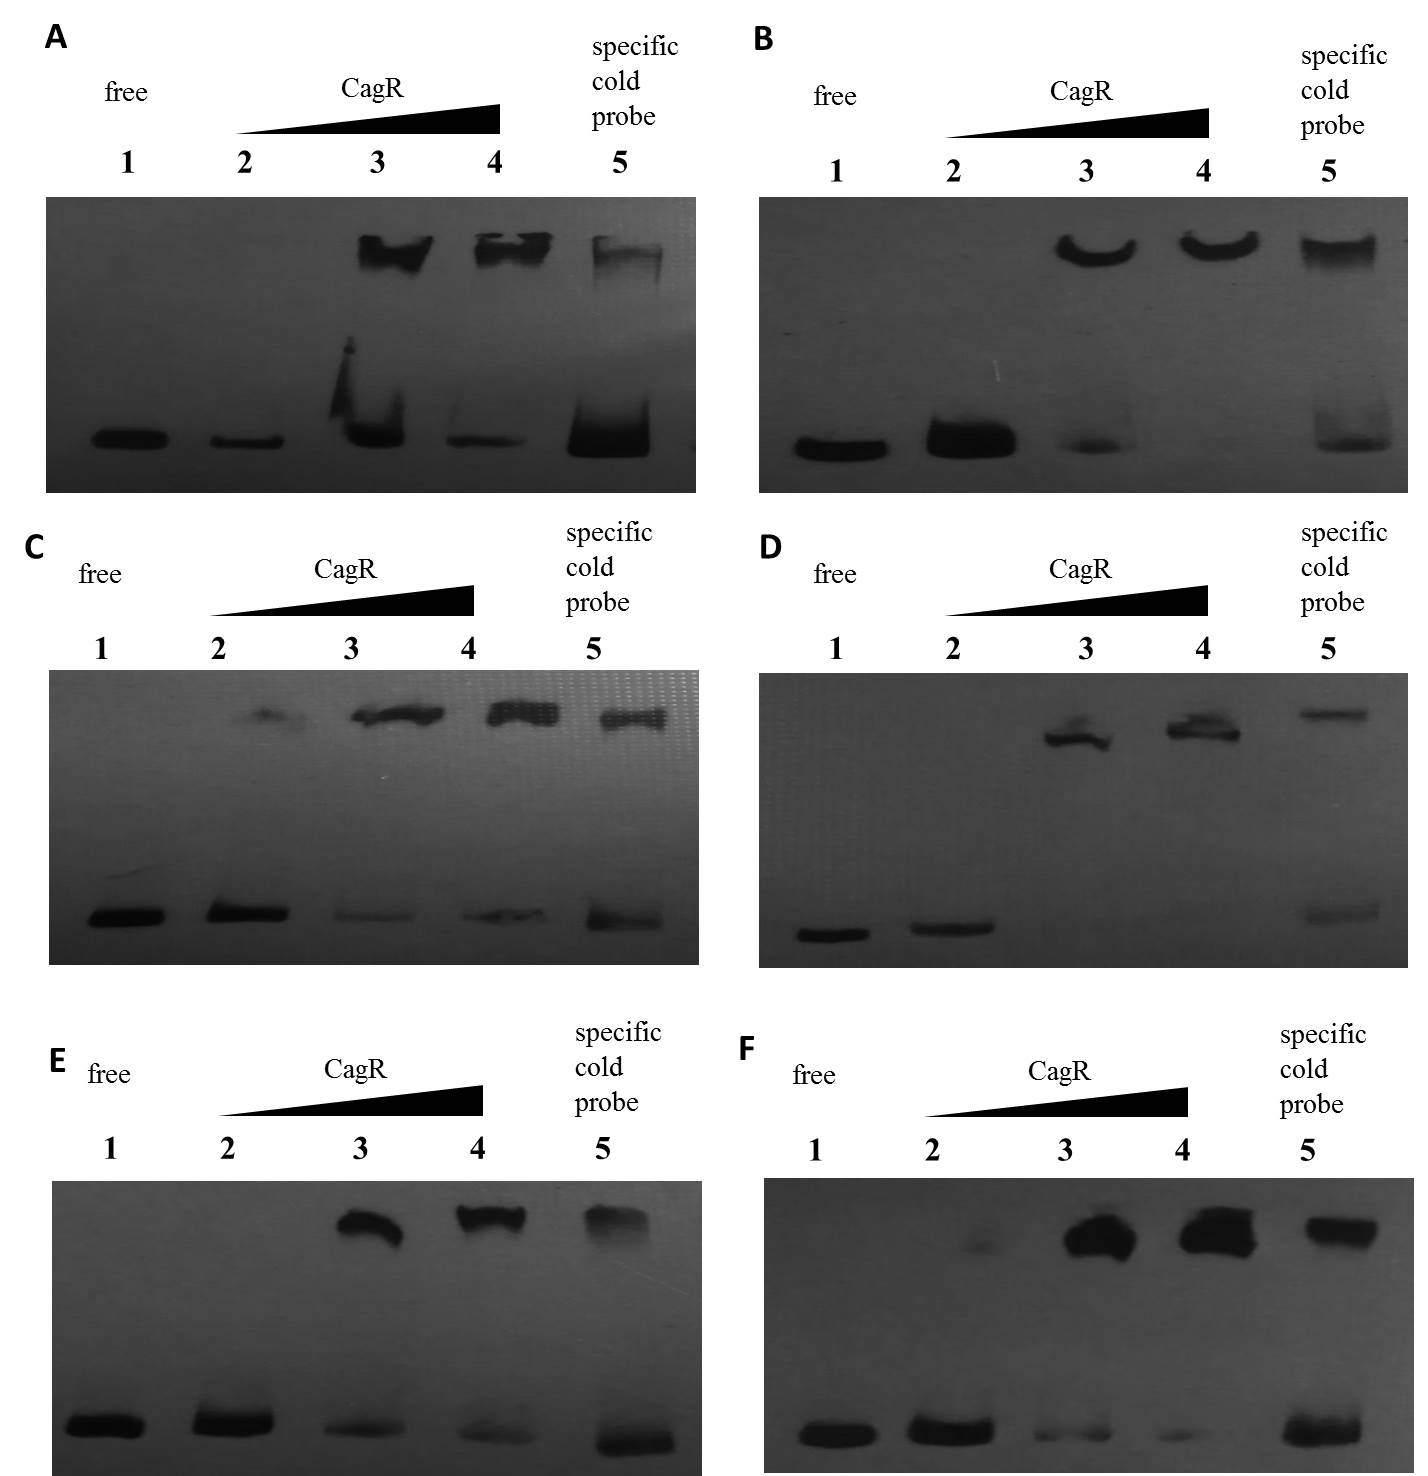

**Fig. S5** Specific binding of CagR to the target promoters. A fixed amount of probe was incubated with no CagR (Lane 1); 0.75-3.0 μg CagR (Lanes 2-4); 3.0 μg CagR , and 100-fold excess of unlabeled specific probe (Lane 5). The appropriate amount of polydI/dC (1.0 mg) was used as competitor. (A) 299 bp of the *argG* upstream region; (B) 160 bp of the *argC* upstream region; (C) 181 bp of the *claR* upstream region; (D) 214 bp of the *ceaS1* upstream region; (E) 169 bp of the *oat2* upstream region; (F) 171 bp of the *oat1* upstream region.

**References：**

He, Y., Wang, Z., Bai, L., Liang, J., Zhou, X., and Deng, Z. (2010). Two pHZ1358-derivative vectors for efficient gene knockout in *streptomyces.* *J Microbiol Biotechnol* 20**,** 678-682.

Jin, X., Cao, G., Zhang, X., Chen, Y., Wang, L., and Zhong, C. (2015). Studies on the formation and synthetic mechanism of related substance G in potassium clavulanate production. *Brazilian Journal of Pharmaceutical Sciences* 51**,** 77-83. doi:10.1590/s1984-82502015000100008

Kieser, T., Bibb, M.J., Buttner, M.J., Chater, K.F., and Hopwood, D.A. (2000). Practical *Streptomyces* Genetics. *John Innes Foundation, Norwich, England*.

Qin, R., Zhong, C., Zong, G., Fu, J., Pang, X., and Cao, G. (2017). Improvement of clavulanic acid production in *Streptomyces clavuligerus* F613-1 by using a claR - neo reporter strategy. *Electronic Journal of Biotechnology* 28**,** 41-46. doi:10.1016/j.ejbt.2017.05.002

How the deposited data were processed for this re-analysis (not part of the article)

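Total RNA of S. clavuligerus F613-1 and ΔcagRS, harvested at 72 h of fermentation at 25°C, was sequenced by the authors, who removed adapter sequences, low-quality reads and reads of ribosomal RNA (fastx_clean and SortMeRNA) and deposited 1 table for the whole study. The authors expressed each gene as RPKM, reads scaled by gene length and by the mapped reads of the library, in 1 column per strain, and 1 library per strain was analysed. The table also holds the authors' p-value and q-value per gene, which were used only to count the genes of the authors' deposited table past their thresholds. A column of log2 ratios in the table was not used, since it holds text for the genes at 0 in a library, and the ratios were computed from the RPKM values. The aligner, the genome build and the annotation behind the table are not given in the sources used here.

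Gene lengths were taken from the positions in the table. RPKM multiplied by length gave whole multiples of a single step per library, from which the reads per gene and the library totals were recovered. The total that the step implies was 11335399 reads in F613-1 and 24005502 in ΔcagRS, which left 215 and 19 reads beyond those on listed genes. The precision of a ratio is limited mainly by the library with fewer reads of that gene. The paper gives the share of reads in genes but no number of reads for these libraries.

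The main comparison was the log2 ratio of RPKM with a threshold of 1 in either direction, over genes above 0 in both libraries. Before the data were examined, the Audic-Claverie test had been chosen for a table of counts, with the ratio threshold alone for a table without counts. The table holds RPKM, so the threshold alone was used and the Audic-Claverie test on recovered reads became an added alternative, chosen after seeing the data. The alternatives set before the data were examined were scaling by the median of ratios, by TMM (trimming 30% of ratios and 5% of mean expression) and by the upper quartile, a pseudocount of 1 RPKM, minimums of 10 and 100 reads summed over both libraries, Fisher's exact test on the recovered reads, and an exact negative binomial test with an assumed biological coefficient of variation (BCV) of 0.2 or 0.4 between cultures, which is not a measured spread. Each test used a Benjamini-Hochberg q under 0.001 together with the ratio threshold, and genes at 0 in a library entered its count by the test alone. Runs of neighbouring chromosomal genes past the threshold in the same direction were compared with 1000 shuffles of gene order.

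The genes to be named were, by a rule written before the data were examined, the genes that the paper names and the 5 highest and 5 lowest ratios among genes above 0 in both libraries with a mean RPKM at or above the median of detected genes (41.1). The paper's tables and text had been seen when the rule was written. Gene names need a table that pairs them with the identifiers of the deposited table. Descriptions were given for 0 genes of that table, and 0 of its identifiers were found among the 7015 genes of the gene table of assembly ASM551946v1 or in Additional File S2. For this reason the arginine, clavulanic acid, glycolysis and ribosomal protein genes, the ChIP-seq target genes and the deleted genes were not analysed by name. At most 2 genes in each direction of the ranking are named by their identifiers. Rows were matched to values of Table 1 only to place the arginine cluster and to trace the source of Table 1.

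The calculations were tested on simulated libraries of 5283 chromosomal genes with 200 genes changed 4-fold. The changed genes had more than 100 expected reads each in F613-1. These libraries held counting error only, with no variation between cultures. The reads of all genes under 1000 reads were recovered (100%), 95.4% of the counting intervals held the true ratio, and the Audic-Claverie and Fisher tests called 100% of the changed genes and 0 unchanged ones. In the same libraries the negative binomial test called 94.5% of the changed genes with an assumed BCV of 0.2. It called 0 with an assumed BCV of 0.4, so a 4-fold change is not detectable at that assumed spread. The share of changed genes called was not measured for cultures that vary. In simulated cultures with a BCV of 0.4 and no changed gene, the ratio threshold alone passed 1235 genes and the Audic-Claverie test passed 1194. At a BCV of 0.2 these numbers were 134 and 109. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.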

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

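The tests of the plasmid genes, and those of low counts and of strand for the runs of genes, were chosen after the patterns had been seen. The length of the longest run under the median of ratios was set as an alternative before the data were examined. For the shuffles of gene order no such prior choice is claimed.

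All 563 genes listed on plasmids were at 0 in ΔcagRS, while F613-1 held 870966 reads of them and 337 of these genes had at least 100 reads there. The paper reports on plasmid genes in both strains, but not that the table lists them at 0 in ΔcagRS. The depth of ΔcagRS argues against too few reads, because 1844485 plasmid reads would be expected in that library at the share found in F613-1, and against the 3 reads that a count of 0 allows, the plasmid share was at least 614828-fold lower. Values set to 0 after normalization are also argued against, since the ΔcagRS total behind the RPKM values left only 19 reads beyond those on listed genes. Absence of the plasmids from the ΔcagRS culture, or removal of their reads before normalization, would each give this table, and the table alone does not decide between them. The paper's own values speak against absence. Its Additional File S2A, of which the copy used here holds 159 rows, places 16 distinct target genes on a plasmid, and Additional File S2B gives a log2 ratio between ΔcagRS and F613-1 for 11 of them, from -1.67 to 2.43 by the paper's values, which without a pseudocount needs a value above 0 in both strains. The ChIP-seq targets came from a strain that the paper made from ΔcagRS, by introducing a construct with tagged CagR. The paper also places the paralog gene cluster on pSCL4 and reports expression of oat1 and pah1 of that cluster by RT-qPCR in F613-1 and ΔcagRS (Figure 7). The authors' p-values of SCN_RS04235 and SCN_RS01410 also stand in the paper's Table 1, so those values of Table 1 trace to the deposited columns. Both genes are listed on the chromosome, so this match does not cover the plasmid genes. Whether the paper's plasmid values came from the same culture and library as the deposited column stays open, as the sources used here do not say. The label of the ΔcagRS library was not checked. All 5283 genes listed on the chromosome were above 0 in it, so no listed chromosomal gene was without reads in the strain with 2 deleted genes. This does not decide the label, because it is not known here which listed genes, if any, are the deleted ones, or whether parts of them remained.

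Neighbouring genes changed together over long stretches of the chromosome. The paper reports the joint activation of the consecutive genes of the arginine cluster (Figure 5A). That cluster was placed by value and not by name. The ratios of the neighbouring genes SCN_RS03825 to SCN_RS03855 match those of its genes in Table 1, in the order of the cluster. These genes lie outside the runs given below. The match uses the ratios of Table 1, so it places the cluster but does not check those ratios. The first of the longest runs holds 25 genes from 92767 to 121359, all above the 2-fold threshold in ΔcagRS, with a median log2 ratio of 5.47 and a median RPKM of 2.30 in F613-1 and 228 in ΔcagRS. Another 25 genes from 303772 to 330195 had a median log2 ratio of 5.51. The longest run of lower genes holds 16 genes from 2205937 to 2220227 with a median log2 ratio of -2.53, and the next holds 14 genes from 4235263 to 4241899 with a median log2 ratio of -3.52. In 1000 shuffles of the order of 5277 genes the longest run had 10 genes, which argues against a chance order. Among genes with at least 100 reads summed over both libraries the longest run had 25 genes, the first of these, which argues against low counts. The other run of 25 genes holds 24 such genes. Under the median of ratios the longest run had 25 genes, those from 303772 to 330195, and 24 genes of the first run stayed past the threshold, which argues against the scaling of the libraries. A single transcript over the whole of each of the 3 longest runs is argued against by the strands of their genes. The strand changed 1 time within the first run, 9 times within that from 303772 to 330195 and 1 time within the 16 lower genes. Each single change left most genes on 1 strand, 21 of 25 in the first run and 14 of 16 in the lower run. A single transcript over those genes stays open. Within the run of 14 lower genes the strand changed 0 times, which leaves a single transcript open there. A shared regulator, several transcripts, or a difference between the 2 cultures that has nothing to do with the deletion also stay open, and with 1 library per strain these were not tested.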

How the results depend on the processing

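The test on recovered reads by Audic and Claverie was chosen after seeing the data, and the other alternatives were set before the data were examined. The number of genes detected and the length of the longest run stayed within 1.5 times the reported value under every alternative run for them. The total of 1913 genes past the ratio threshold did so under the 3 scalings, the pseudocount and both minimums of reads. Over the same genes, those above 0 in both libraries, it was 1860 with the Audic-Claverie test, 1857 with Fisher's exact test, 814 at an assumed BCV of 0.2 and 97 at a BCV of 0.4. With genes at 0 in a library included, the totals were 2423, 2417, 1361 and 593, of which 547 at a BCV of 0.2 and 496 at a BCV of 0.4 were genes at 0 in ΔcagRS. Of the genes past the threshold, 503 were higher at a BCV of 0.2 and 56 at a BCV of 0.4. The number of lower genes rose from 631 to 1159 with a pseudocount of 1 RPKM, to 1177 with the Audic-Claverie test and to 1171 with Fisher's exact test, since these settings include the 563 plasmid genes at 0 in ΔcagRS.

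The median log2 ratio over genes, 0.30 as deposited, became 0 under the median of ratios by its construction and 0.033 under TMM, which took 0.30 and 0.26 off every ratio. It was 0.27 under upper quartile scaling and 0.28 with the pseudocount. The share of higher genes among those past the threshold was 67.0% as deposited, 49.4% under the median of ratios, 51.2% under TMM and 65.7% under the upper quartile, so which direction holds more genes depends on the scaling. The median of ratios gave 1803 genes in all and TMM gave 1806. Of the 10 genes with the highest and lowest ratios, whose direction a shift of this size or a pseudocount could not change, 5 left their counting interval under the median of ratios, 5 under TMM, 0 under the upper quartile and 3 with the pseudocount.

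The alternatives for the arginine and clavulanic acid gene clusters, the glycolysis genes, the ChIP-seq target genes and the ribosomal protein genes were not run. No source used here pairs the identifiers with names, and matches of rows to Table 1 by value were not used for this. No paired analysis was possible because each strain has 1 library. Depth limits the low end of the table, where a gene with 7 reads in F613-1 such as SCN_RS00195 has an interval from 7.88 to 10.24 on the log2 scale.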

Other observations

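The tests of low counts and of the median of ratios for the following pattern were set before the data were examined, and the test with other read totals was chosen afterwards. Among genes above 0 in both libraries, more were higher than lower in ΔcagRS past the 2-fold threshold, at 67.0% of them. This excess leaves out the 563 plasmid genes at 0 in ΔcagRS. The settings that count them gave 50.4% higher with a pseudocount of 1 RPKM, 51.4% with the Audic-Claverie test, 51.6% with Fisher's exact test, 37.0% at an assumed BCV of 0.2 and 9.44% at a BCV of 0.4. Over genes above 0 in both libraries, the same tests gave 67.0%, 67.1%, 61.8% and 57.7%, so what follows concerns those genes alone. The share was 67.1% among genes with at least 100 reads summed over both libraries. As ΔcagRS was sequenced more deeply, this minimum passes higher genes with few reads in F613-1. It therefore cannot decide on low counts in F613-1. Rescaling by the median of ratios gave an even split of 49.4%, as set out for a scaling effect before the data were examined, but this rescaling centres the genes and so all but fixes the outcome. Abundant genes taking more of the F613-1 reads were therefore tested through the read totals. Without the plasmid genes in the totals the share was 60.3%. With the 10, 100 or 500 most-read genes left out as well it was 64.6%, 68.4% or 61.1%. The most-read genes were ranked by their shares of reads summed over both libraries. Leaving these genes out removed at most part of the excess of higher genes. Genes ranked by their F613-1 reads alone were not left out, so their effect was not tested. Of the reads, the plasmid genes alone took 7.69% in F613-1 and 7.91e-05% in ΔcagRS (with reads on no listed gene). Together with the 10 most-read genes they took 19.0% in F613-1 and 16.5% in ΔcagRS, and with the 500 most-read genes 70.3% and 68.1%. With the 100 most-read genes the order was the other way, at 41.6% and 42.8%. Which scaling fits these cultures stays open, and no biological explanation was tested.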
